# Estrogen Protects Neurotransmission Transcriptome During Status Epilepticus

**DOI:** 10.3389/fnins.2018.00332

**Published:** 2018-06-20

**Authors:** Dumitru A. Iacobas, Sanda Iacobas, Nino Nebieridze, Libor Velíšek, Jana Velíšková

**Keywords:** beta-estradiol, cholinergic synapse, dentate gyrus, dopaminergic synapse, GABAergic synapse, glutamatergic synapse, jun oncogene, serotonergic synapse

## Abstract

Women with epilepsy commonly have premature onset of menopause. The decrease in estrogen levels is associated with increased occurrence of neurodegenerative processes and cognitive decline. Previously, we found that estradiol (E2) replacement in ovariectomized (OVX) female rats significantly reduced the seizure-related damage in the sensitive hilar region of hippocampal dentate gyrus (DG). However, the complex mechanisms by which E2 empowers the genomic fabrics of neurotransmission to resist damaging effects of status epilepticus (SE) are still unclear. We determined the protective effects of the estradiol replacement against kainic acid-induced SE-associated transcriptomic alterations in the DG of OVX rats. Without E2 replacement, SE altered expression of 44% of the DG genes. SE affected all major functional pathways, including apoptosis (61%), Alzheimer's disease (47%), cell cycle (59%), long-term potentiation (62%), and depression (55%), as well as synaptic vesicle cycle (62%), glutamatergic (53%), GABAergic (49%), cholinergic (52%), dopaminergic (55%), and serotonergic (49%) neurotransmission. However, in rats with E2 replacement the percentage of significantly affected genes after SE was reduced to the average 11% (from 8% for apoptosis to 32% for GABAergic synapse). Interestingly, while SE down-regulated most of the synaptic receptor genes in oil-injected females it had little effect on these receptors after E2-replacement. Our novel Pathway Protection analysis indicated that the E2-replacement prevented SE-related damage from 50% for GABA to 75% for dopaminergic transmission. The 15% synergistic expression between genes involved in estrogen signaling (ESG) and neurotransmission explains why low E2 levels result in down-regulation of neurotransmission. Interestingly, in animals with E2-replacement, SE switched 131 synergistically expressed ESG-neurotransmission gene pairs into antagonistically expressed gene pairs. Thus, the ESG pathway acts like a buffer against SE-induced alteration of neurotransmission that may contribute to the E2-mediated maintenance of brain function after the SE injury in postmenopausal women. We also show that the long-term potentiation is lost in OVX rats following SE but not in those with E2 replacement. The electrophysiological findings in OVX female rats with SE are corroborated by the high percentage of long-term potentiation regulated genes (62%) in oil-injected while only 13% of genes were regulated following SE in E2-replaced rats.

## Introduction

Special considerations are necessary for women with epilepsy. Irregularities in ovarian function (reflected in menstrual cycles), may affect the likelihood of seizures (Harden et al., 1999; Herzog et al., 2004; Velíšková and DeSantis, 2013). Especially women with seizures originating in temporal lobe (temporal lobe epilepsy, TLE) often have premature ovarian failure/early menopause (late thirties-early forties), which may affect seizure rate (Klein et al., 2001; Isojarvi, 2003; Pennell, 2009) and further contribute to cognitive decline, dementia, and vulnerability to neuronal dysfunction (Shuster et al., 2010; Rocca et al., 2011). The female sex hormones (especially β-estradiol, E2) have neuroprotective effects including attenuation of seizure-induced hippocampal damage and cognitive decline. The E2 effects involve complex transcriptomic mechanisms that are still poorly understood. Therefore, estrogen effects on seizures and their consequences need to be further investigated to determine beneficial effects of hormone therapy in women with epilepsy.

In this report, we analyze alterations in neurotransmission transcriptome of the hippocampal dentate gyrus (DG) induced by status epilepticus (SE) in ovariectomized (OVX) female rats and compare to changes in OVX rats with E2 replacement. In addition to the standard analyses based on our genomic fabric paradigm approach (Iacobas et al., 2012, 2017; Iacobas, 2016), we used also novel quantifiers termed Weighted Pathway Regulation (WPR) and Pathway Protection (PPR). The new quantifiers are not affected by the arbitrarily introduced cut-offs for the absolute fold-change and *p*-value to consider a gene as significantly regulated. We focused on the interplay between the estrogen signaling (ES) pathway and five types of neurotransmission: glutamatergic (GLU), GABAergic (GABA), dopaminergic (DA), cholinergic (ACH), and serotonergic (5HT). Since estrogen acts through estrogen receptors, which are ligand-induced transcription factors, we wanted to determine the extent of its effects on gene transcription under condition of SE-induced hippocampal damage.

In order to understand the magnitude of the SE-related damage and the protection provided by the E2 we have included also data on several other pathways: apoptosis (APO), cell cycle (CC), synaptic vesicle cycle (SVC), long-term potentiation (LTP), long-term depression (LTD), and Alzheimer's disease (ALZ).

Because estrogen signaling ESG and neurotransmission have several genes in common, we considered these common genes as the main vehicles through which ESG regulates the synaptic connection and as such, the brain circuitry. The common genes were identified using the Kyoto Encyclopedia of Genes and Genomes developed by Kanehisa Laboratories (Kanehisa et al., 2017). These genes are: adenylcyclases (*Adcy2, Adcy3, Adcy5, Adcy6, Adcy7, Adcy8, Adcy9*), oncogenes (*Akt1, Ak3, Fos, Hras, Kras, raf1, Src*), transcription factors (*Atf4, Atf6b*), calmodulins (*Calm1, Calm2, Calm3*), membrane receptors (*Gabbr1, Gabbr2, Grm1, Itpr1, Itpr2*), binding proteins (*Creb1, Creb3l1, Gnai1, Gnai2, Gnai3, Gnao1, Gnaq*), ion channels (*Kcnj3, Kcnj5, Kcnj9*), and kinases (*Map2k1, Mapk1, Mapk3, Pik3ca, Pik3cb*).

In addition, we show the complex transcriptomic regulation of the hippocampal DG neurotransmission by E2 replacement that is functionally important to preserve neuronal plasticity following SE. Results bring essential insights into E2-neurotransmission interactions, which are interesting beyond the seizures for understanding sex-specific and hormonal modulated depression/anxiety, stress processing, memory, and cognition.

## Materials and methods

### Animals

Experiments were carried out according to the Revised Guide for the Care and Use of Laboratory Animals and approved by the New York Medical College Animal Care and Use Committee. We used 8–9 week old female Sprague-Dawley rats (Taconic Farms) kept on a 12-h light/dark cycle (lights on at 07:00 a.m.) with food and water *ad libitum*. Rats were OVX (= castrated) under ketamine/xylazine (70/10 mg/kg intraperitoneally) anesthesia and, 1 week later, injected subcutaneously with either 17β-estradiol benzoate (2 μg/0.1 ml/day; Sigma-Aldrich, St. Louis, MO) or sterile peanut oil (0.1 ml; controls) daily at 10:00 for 4 consecutive days (Velíšková and Velíšek, 2007), a treatment producing E2 levels within a physiological range (Neal-Perry et al., 2005). Measurements of vaginal impedance confirmed the successful OVX as well as E2-replacement.

SE was induced by injection of kainic acid (12.5 mg/kg intraperitoneally) 24 h following the last oil/E2 injection. Animals were observed for seizure occurrence and only animals with at least2 h of continuous forelimb clonus seizures were included for further experiments. There were no differences in seizure severity or duration between the treatment groups as described previously (Velíšková and Velíšek, 2007). SE was terminated by diazepam (10 mg/kg i.p.) injection. Control animals received saline as well as diazepam injections. Tissue from all groups was collected 24 h after SE. As illustrated in Figure 1A, studies were performed on four groups of OVX female rats: CON (castrated, oil-injected, no SE), CEN (castrated, E2-replaced, no SE), COS (castrated, oil-injected, SE), and CES (castrated, E2-replaced, SE). CON and CEN animals were obtained as previously described (Velíšková et al., 2015). All rats were decapitated under light isoflurane anesthesia. Separate groups of identically treated female rats were used for *in vitro* electrophysiology experiments.

**Figure 1:**
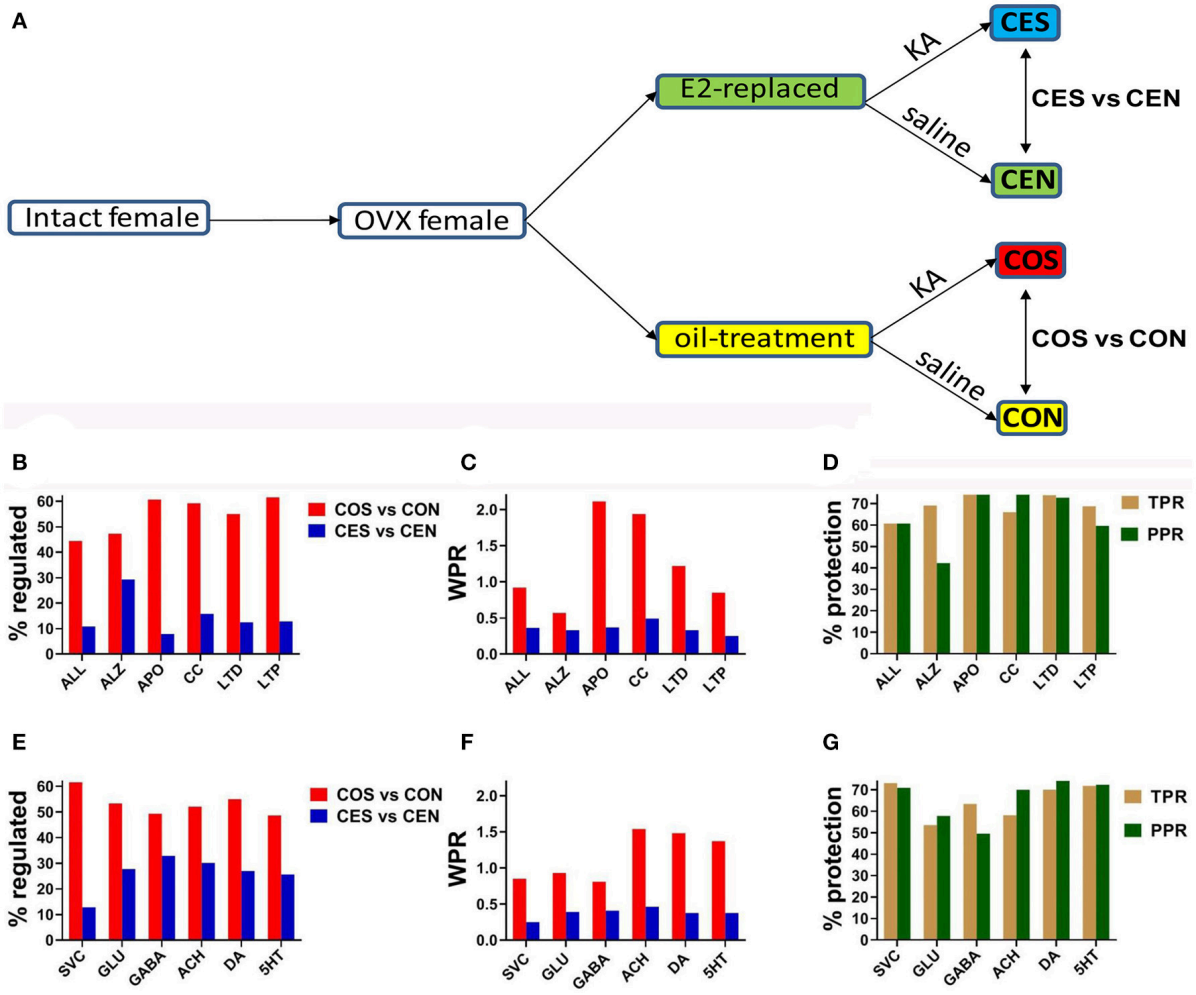
**(A)** Experimental design. OVX, ovariectomy; KA, kainic acid; saline, KA vehicle. Animals were injected with oil or 2 μg of β-estradiol benzoate for 4 days subcutaneously. **(B,E)** Percentage of the regulated genes within the entire transcriptome (ALL) and included in the analyzed pathways in CES and COS groups with respect to CEN, respectively CON groups. ALZ, Alzheimer's disease, APO, apoptosis, CC, cell cycle, LTD, long-term depression, LTP, long-term potentiation, SVC, synaptic vesicle cycle, GLU, glutamatergic synapse, GABA, GABAergic synapse, ACH, cholinergic synapse, DA, dopaminergic synapse, 5HT, serotonergic synapse. Note the massive effect of SE on the gene expression. **(C,F)** WPR scores for selected pathways. In **(B,C,E,F)** lower is better (less damaging). **(D,G)** Protection against transcriptomic regulation in E2-replaced animals quantified by both TPR (percent reduction of the number of significantly regulated genes) and PPR (percent reduction of WPR). Note that DA had the largest (better) protection as quantified by PPR.

### Electrophysiology *in vitro*

After decapitation, the brains were removed. Transverse combined entorhinal cortex-hippocampal slices (400 μm thick) were cut with a vibratome (Leica model DTK-1000) in ice-cold artificial cerebrospinal fluid (aCSF; in mM: NaCl 126, KCl 5, NaH_2_PO_4_ 1.25, MgCl_2_ 2, CaCl_2_ 2, NaHCO_3_ 26, and glucose 10; pH 7.36). Recordings started following 1 h pre-incubation in an interface chamber in a pre-warmed (34–35°C) and oxygenated (5% CO_2_/95% O_2_) aCSF. Field excitatory postsynaptic potentials (fEPSPs) were recorded with a glass microelectrode (2 M NaCl; 2–5 MΩ) placed in the middle third of the DG molecular layer as described previously (Nebieridze et al., 2012). Medial perforant path axons were stimulated once each 30 s with a bipolar stainless-steel stimulating electrode (FHC Inc.; Bowdoinham, ME). Baseline fEPSPs were recorded using a stimulus intensity that produced ~30% of maximal fEPSP slope. LTP was induced by theta burst stimulation (TBS; 10 bursts delivered at interburst interval 200 ms; each burst consisted of 10 stimuli at 100 Hz). The stimulus intensity has not been changed during the TBS. Picrotoxin (50 μM; Abcam, Cambridge, MA, USA) was bath applied during the experiment to enhance the LTP.

### Microarray

Two hours after the onset of continuous seizures, under light isoflurane anesthesia the rats were decapitated, brains were removed and hippocampal DG were isolated. Four animals were used from each of the four groups of OVX female rats (CON, CEN, COS, and CES). Previously described experimental protocol (Kravchick et al., 2016) was used for RNA extraction, purification, fluorescent labeling and reverse transcription, and hybridization with Agilent Rat GE 4 × 44k v3 microarrays in the “multiple yellow” design (Iacobas et al., 2006). In this design, differently labeled biological replicates are co-hybridized with each microarray. A non-control microarray spot is valid if the foreground fluorescence is at least twice its background. We normalize the background-subtracted fluorescence of each valid spot to the median of all same-label valid spots in the array, and compute the average for all spots probing the same transcript (thus eliminating the array redundancy). Same label average values for each transcript are then compared across experimental conditions and results averaged for the two colors. An in-house developed iterative algorithm renormalizes all data sets across the fluorescent labels and experimental conditions until the average change of expression ratios between successive iterations falls below 5%.

### Functional pathways

We used Kyoto Encyclopedia of Genes and Genomes (KEGG) maps developed by Kanehisa Laboratories (Kanehisa et al., 2017) to select the genes responsible for estrogen signaling pathway (map04915) and for cholinergic (map04725), glutamatergic (map04724), GABAergic (map04727), dopaminergic (map04728), and serotonergic (map04726) transmissions. KEGG maps were also used for apoptosis (map04210), cell cycle (map04110), synaptic vesicle cycle (map04721), long-term potentiation (map04720), long-term depression (map04730), and Alzheimer's disease (map05010) pathways. Although KEGG designed map04730 for the cerebellar long-term depression the basic molecular mechanisms are likely to occur also in the DG.

### Data analysis

According to our laboratory standard (Lee et al., 2017), a gene was considered as regulated (here by SE in oil-injected/E2-replaced females with respect to the corresponding non-SE animals) if the absolute fold-change (FC) exceeded the combined contributions of the technical noise and biological variability (CUT, cut-off). The regulation was considered significant if the *p*-value of the heteroscedastic *t*-test of the equality of the average expression levels in the compared conditions with the Bonferroni-type correction for redundant spots probing the same gene (Iacobas et al., 2005) was below 0.05. This FC cut-off computed for every single gene includes in the regulated list the “false negatives” of the traditionally uniform 1.5 × (very stably expressed genes across biological replicates that are probed by very clean spots with 1.5 > FC > CUT). In addition, it eliminates most of the “false positives” from the variably expressed genes that are also probed by not so clean spots (1.5 < FC < CUT).

In addition to the percentages of up-/down-regulated genes, we have also computed the Weighted Pathway Regulation (WPR) and Pathway Protection (PPR, similar to Pathway Restoration Efficiency) that we have recently introduced (Iacobas et al., 2017). WPR and PPR are free of the arbitrary FC and *p*-value cut-offs to consider a gene as significantly regulated and take also into account the magnitude and significance of each gene regulation. Thus, a gene with 2 × fold-change at *p*-val = 0.01 contributes to WPR more than twice than a gene with 1.5 × fold-change at *p*-val = 0.05. This approach is different from the percentage of regulated genes that not only depends on the arbitrarily introduced cut-offs but treats all regulated genes as equal contributors. We have used also the Transcriptomic Protection (TPR), similar to the Transcriptomic Recovery Efficacy (Lachtermacher et al., 2011; Soares et al., 2011), representing the reduction of the percentage of regulated genes while considering also the side effects (i.e., the percentage of the regulated genes by the E2-replacement alone).

### Transcriptomic networks

For each condition (CON, COS, CEN, CES) we determined how much expression of each gene is coordinated with expression of each other gene by computing Pearson correlation coefficient between the expression levels of the two genes among biological replicates. Expression coordination of two genes may result from several molecular mechanisms that may include (but it is not restricted to) the regulation of the expressions of both genes by a common transcription factor. We used coordination analysis (Iacobas et al., 2007a; Iacobas and Iacobas, 2010) to determine the transcriptomic networks by which genes in the estrogen signaling pathway controls the genes involved in all types of neurotransmission in the female DG. The analysis is based on our principle of “transcriptomic stoichiometry” (Iacobas et al., 2007b; Iacobas, 2016) stating that genes whose encoded proteins are working together in functional pathways should be coordinately expressed to produce the pathway players in the right proportions. In a previous paper (Iacobas et al., 2007c), we have shown that the transcriptomic networks do not stop at the cellular border. Instead, they may cross it to link pathways from (phenotypically similar or distinct) neighboring cells via intercellular signaling (Iacobas et al., 2006d).

## Results

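The deposited files used here cover the rats that underwent SE, 4 oil-injected (COS) and 4 E2-replaced (CES), and the non-SE groups CON and CEN were not analysed here. The paper names a further deposit, which was not used. Total RNA from the DG of each rat was labeled with Cy3 or Cy5, and a pair of differently labeled rats of the same group was hybridized to each of 4 arrays on a single slide. Replicates 1 and 3 of each group carried Cy3 and replicates 2 and 4 carried Cy5, so the dye was balanced between the groups while each array held rats of 1 group. According to the Animals paragraph, the rats received 4 daily injections of oil or 2 μg of 17β-estradiol benzoate before 12.5 mg/kg of kainic acid, SE lasted at least 2 h and was ended with diazepam, and tissue was collected 24 h after SE. The Microarray paragraph places tissue collection 2 h after the onset of continuous seizures. The records deposited with the arrays give 16 mg/kg of kainic acid, an end of SE by pentobarbital after 5 h, and 2 of the 4 doses of E2 after SE. The paper's account is used here, and the files do not settle which account holds for these rats. The authors deposited the intensity of each spot and of its local background as the scanner software gives them, and a table of log2 values of valid spots relative to the median of their channel.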

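Each array carried 43379 non-control spots, and probes were named through RefSeq accessions where these matched and otherwise as the files name them. Following the methods, the signal minus the local background of each valid spot was divided by the median of the valid spots with the same label in the array, averaged over the spots of a gene and taken to log2. Valid spots made up between 74.6% and 88.9% of the non-control spots in the COS rats and between 70.7% and 81.5% in the CES rats. The scanner software marked between 19543 and 26687 spots in the COS rats and between 20026 and 28488 in the CES rats as well above background. A gene was quantified where at least 1 of its spots was valid in all 8 rats, which held for 20825 gene names, and for 13177 when the spot had to be well above background in all 8 rats. The authors' iterative renormalization across conditions and the cut-off CUT need the non-SE groups and were not repeated. CES was compared with COS by limma with the dye as a term and the array as a random block, two-sided, with Benjamini-Hochberg adjustment over all genes. At an adjusted p under 0.05, 1195 genes were higher and 5957 lower in CES than in COS, with a median standard error of 0.20 on the log2 scale. The 4 CES and the 4 COS values did not overlap for 4418 genes, 21.2% of those quantified, against 2.86% by chance. The median log2 difference over all genes, CES minus COS, was −0.25, and it was 0.05 after loess within and Aquantile normalization between arrays, which called 2851 genes higher and 2117 lower. Differences of gene lists and of many single genes are therefore also given relative to the median of all genes. Where a gene has no such value, only its difference without this reference is given. The methods' t-test moved the count most, to 0 genes after the same adjustment, against 5909 genes at an unadjusted p under 0.05, where limma gave 9425. It was run here without regard to the dye. The paper compares same-label values, corrects p for redundant spots and names no adjustment over all genes, so the 0 is not the outcome of its own criterion.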

We quantified expressions of 12,710 distinct genes in all 16 samples and computed 80,765,695 Pearson correlation coefficients among these genes for each of the four conditions. Detailed experimental procedure and raw and normalized gene expression data are publically available at http://www.ncbi.nlm.nih.gov/geo as GSE60013 and GSE107725.

### Gene expression regulation by SE and protection by E2 replacement

Figures 1B,E present the percentage of the SE-related regulated genes from all analyzed pathways in COS and CES groups with respect to their corresponding controls (CON and CEN groups). Of note is the substantial reduction of the percentage of regulated genes in OVX rats with EB replacement compared to the animals that received only oil. Note that larger percentages of genes were altered synaptic pathways than the overall alteration percentage in the entire transcriptome. Figures 1C,F present the WPR scores for selected pathways, confirming the substantially lower alteration of these pathways in rats with E2 replacement. Figures 1D,G present the protection against SE alteration in E2 replaced animals as quantified by both TPR and PPR.

The expression ratios (x, negative for down-regulation), the absolute fold-change cut-offs (CUT) and the *p*-values for all regulated genes in the analyzed pathways are listed in the Supplementary Table S1. In order to illustrate how our method of flexible FC cut-off works, we present in Figure 2 the distributions of the FC cut-offs and the list of “false negatives” (e.g., *Abl1* with 1.5 > COS = 1.477 > CUT = 1.298) and “false positives” (e.g., *Chrna7* with 1.5 < COS = 2.226 < CUT = 2.297) selected from the Supplementary Table S1. Of note from Figure 1C is that the FC ranges from 1.104 (for the “false negative” *Cdc16* in COS) to 2.821 (for *Raf1* in CES).

**Figure 2:**
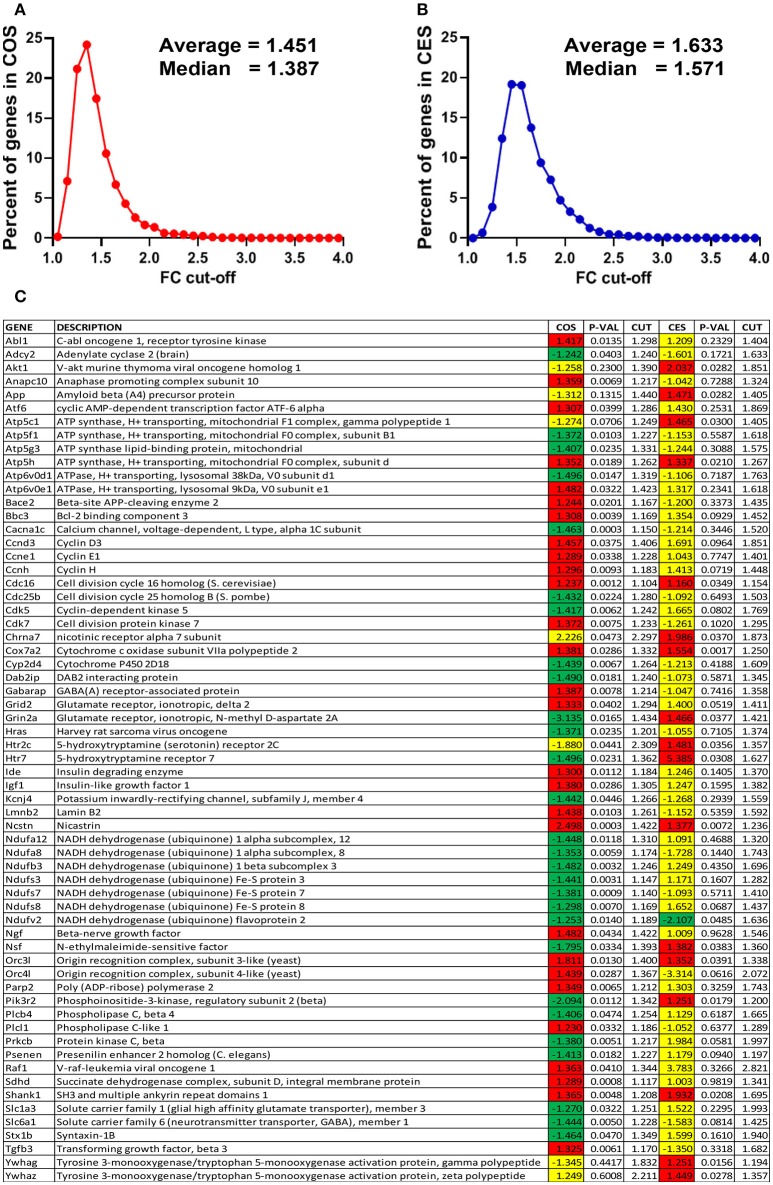
Power of the flexible fold-change cut-off. **(A)** Distribution of the fold-change cut-offs for the COS vs. CON comparison. COS, expression ratio in the comparison COS vs. CON, CES, expression ratio in the comparison CES vs. CEN. When all 12,710 quantified unigenes are considered, CUT values range from 1.055 for *Pcyt1a* to 4.062 for *Scgb1c1*, with the average 1.451. **(B)** Distribution of the fold-change cut-offs for the CES vs. CEN comparison. When all 12,710 quantified unigenes are considered, CUT values range from 1.109 for *Mapk1ip1l* to 3.877 for *Ttr*, with the average 1.633. **(C)** “False negatives” and “false positive” regulation hits from the analyzed functional pathways. Note that expression ratio 2.226 was not enough for *Chrna7* to be considered as up-regulated in COS vs. CON comparison (CUT = 2.297) but 1.986 was enough in CES vs. CEN (CUT = 1.873).

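CUT combines technical noise with the spread between rats in both compared conditions, and only the spread within the SE groups could be computed here. Over the 4 COS rats the SD of the log2 level was 0.27 for Pcyt1a and 2.27 for Scgb1c1, and 21.5% and 99.9% of the quantified genes had a smaller SD. Over the 4 CES rats the SD was 0.25 for Mapk1ip1l and 1.80 for Ttr, and 22.6% and 99.6% of the genes had a smaller SD. The probe for Scgb1c1 lies on chromosome 1 of rn4 from 201004232 to 201004291 and was well above background in 3 of 4 COS rats. COS replicate 2 alone sets its spread, with a log2 level of 3.85, while the other COS rats lay between −1.13 and −0.34. The probe for Ttr lies on chromosome 18 from 12407757 to 12407816, and the level of Ttr spread in the COS rats as well, with an SD of 2.53.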

In addition to regulate the expression of thousands genes, both SE and E2 replacement separately or together turned ON/OFF many other genes. Table 1 lists the turned on/off genes by E2 replacement alone in non-SE rats and the genes whose turning on by SE was prevented by E2 replacement.

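Table 1 compares rats with and without SE, and only its statement about the SE groups, on the genes whose turning on by SE was prevented by E2 replacement, is covered by these arrays. Of these genes 33 were found on the array, and a gene was read as on in a rat where at least 1 of its spots was valid. All 33 had a valid spot in each COS rat, and 32, 31, 32 and 31 had one in CES replicates 1, 2, 3 and 4 (exact permutation test of COS against CES, two-sided, p = 0.0286, the smallest p that 4 rats against 4 allow). A valid spot was present in all 8 rats for 27 of the genes, and 0 genes had one in every COS rat and in no CES rat. Over all 35250 gene names on the array, the mean number with a valid spot was 28375 in COS and 25746 in CES (exact permutation test, two-sided, p = 0.171). Of the valid readings of the listed genes, 100 of 126 in CES and 118 of 132 in COS exceeded the 95th percentile of the negative control spots of their channel. With a foreground of at least 3 times background the mean number of listed genes was 29.0 in COS and 23.0 in CES (exact permutation test, two-sided, p = 0.0286), and over all gene names 21686 and 20211 (p = 0.0571). The study chose the list on these samples, so no test on it is independent evidence. When a spot had to be well above background instead, the mean number of listed genes was 23.0 in COS and 22.5 in CES (exact permutation test, two-sided, p = 0.943).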

**Table 1:** Genes turned on/off by E2 replacement alone (in non-SE rats) and genes turned on by SE (in COS animals) but prevented by E2 replacement (CES rats).

**Gene**	**Symbol**
**Genes turned on by estradiol replacement alone**	
Chemokine (C-C motif) receptor 10	Ccr10
Fibronectin type III domain containing 5	Fndc5
G protein-coupled receptor 39	Gpr39
Short coiled-coil protein	Scoc
Unc-5 homolog C (*C. elegans*)	Unc5c
**Genes turned off by estradiol replacement alone**	
Leukocyte cell derived chemotaxin 1	Lect1
**Genes whose turned on by se was prevented by estradiol replacement**	
ARP1 actin-related protein 1 homolog B (yeast)	Actr1b
A disintegrin and metalloprotease domain 4	Adam4
ArfGAP with GTPase domain, ankyrin repeat, and PH domain 1	Agap1
Adenosylhomocysteinase-like 1	Ahcyl1
Aldehyde dehydrogenase family 1, subfamily A7	Aldh1a7
Amyotrophic lateral sclerosis 2 (juvenile) homolog (human)	Als2
ATPase, H+ transporting, lysosomal V0 subunit A2	Atp6v0a2
Dopamine receptor D2	Drd2
Family with sequence similarity 53, member B	Fam53b
Forkhead box C2	Foxc2
Gonadotropin-releasing hormone 1 (luteinizing-releasing hormone)	Gnrh1
HECT, C2 and WW domain containing E3 ubiquitin protein ligase 2	Hecw2
Helicase, lymphoid specific	Hells
Hepatocyte growth factor	Hgf
Minichromosome maintenance complex component 4	Mcm4
Myelin gene regulatory factor	Mrf
Myosin, heavy chain 10, non-muscle	Myh10
Nuclear transcription factor-Y alpha	Nfya
Patatin-like phospholipase domain containing 3	Pnpla3
Surfactant protein C	Sftpc
Sarcoglycan zeta	Sgcz
Seven in absentia 1A	Siah1a
SLAM family member 8	Slamf8
Solute carrier family 39 (zinc transporter), member 14	Slc39a14
Syntaxin 2	Stx2
SMT3 suppressor of mif two 3 homolog 3 (*S. cerevisiae*)	Sumo3
Transcription factor AP-2 beta	Tcfap2b
Tetratricopeptide repeat domain 33	Ttc33
Ubiquitin-associated protein 2	Ubap2
Unc-5 homolog D (*C. elegans*)	Unc5d
Zinc finger, C4H2 domain containing	Zc4h2
Zinc metallopeptidase, STE24 homolog (*S. cerevisiae*)	Zmpste24
Zinc finger, MYM-type 4	Zmym4
Zinc finger protein 286A	Znf286a

### Effects of SE on the LTP in the hippocampal DG of OVX oil-injected and E2 replaced female rats

To confirm the functional protection provided by the E2 replacement against SE, we compared the TBS-induced LTP in the hippocampal DG of animals with no SE experience to LTP from animals following kainic acid-induced SE. In oil-injected OVX females (no E2 replacement), we found that the TBS-induced LTP was lost following SE (Figure 3A) while in OVX rats with E2 replacement, the magnitude of the TBS-induced LTP in the DG was not affected by SE (Figure 3B). These data are in accord with the transcriptomic findings (Figures 3C,D). Thus, the LTP data clearly demonstrate that the DG plasticity was functionally severely compromised and associated with dramatic gene regulation in the LTP pathway following SE in OVX animals. In contrast, the SE did not disturb the LTP in animals with E2 replacement.

**Figure 3:**
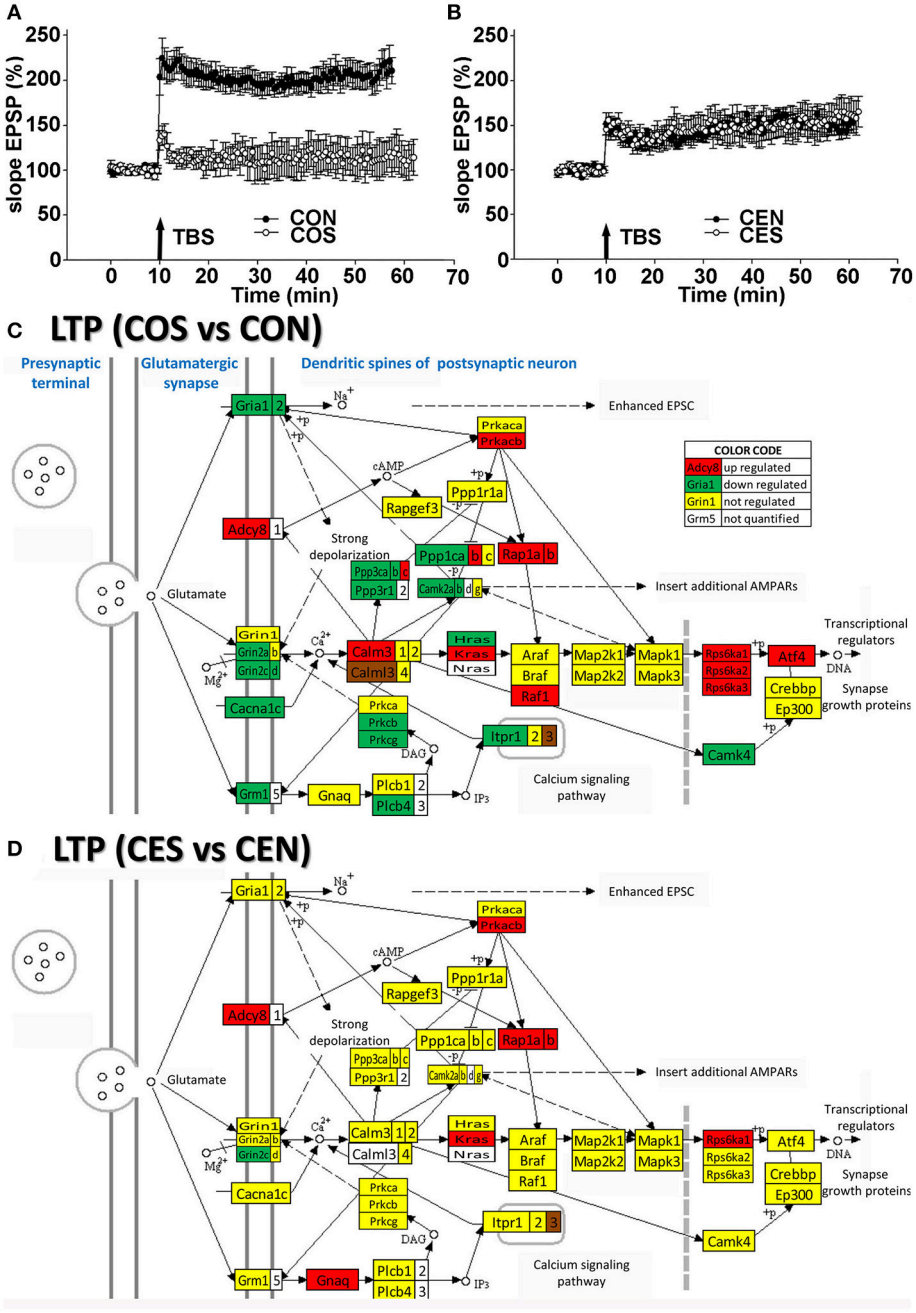
Electrophysiology and transcriptomics of the long-term potentiation (LTP). **(A,B)** Medial perforant path LTP in the DG in OVX rats is lost following SE but preserved in E2-replaced animals. LTP induced by TBS following SE (filled circles) compared to rats with no seizures (open circles). An arrow marks a moment when the TBS was administered. In slices from oil-injected rats exposed to SE (COS; *n* = 5), TBS-induced LTP was severely reduced compared to LTP from rats with no SE (CON; *n* = 10). In contrast, the magnitude of TBS-induced LTP in slices from E2-replaced OVX rats following SE (CES; *n* = 5) was not different from LTP in slices from rats with no seizure experience (CEN; *n* = 10). **(C,D)** Dramatic regulation of LTP associated genes by SE in OVX rats compared to their non-SE counterparts (COS vs. CON) is in contrast to protection against the transcriptomic regulation of LTP associated genes in E2 replaced animals (CES vs. CEN). As specified in the “COLOR CODE” inset table, red/green/yellow background of the gene symbol indicates up-/down-/no regulation, while the white background indicates that expression of that gene was not quantified. Note the significantly lower number of regulated genes in rats with E2 replacement.

### Regulation of neurotransmission pathways by SE w/o E2 replacement

Figures 4–8 present the regulation of GLU, GABA, DA, ACH, and 5HT pathways by SE in OVX rats w/o E2-replaced with respect to their non-SE counterparts. Of note is the large number (58!) of down-regulated genes in oil-injected animals whose expression was preserved in E2-replaced rats. The protected genes include: adenylate cyclases (*Adcy2, Adcy5*), calcium (*Cacna1a, Cacna1b, Cacna1c*), potassium (*Kcnd2, Kcnj14*), and solute carrier (*Slc12a5, Slc17a7, Slc1a3, Slc1a6, Slc6a1, Slc6a13*) channels and kinases (*Camk2a, Camk2b, Camk4, Mapk10, Pik33r2, Prkcb, Prkcg*). E2 replacement preserved also expression of several receptor genes: *Chrm4, Gabr1, Gabr5, Gabrd, Gnal, Gnao1, Gng3, Gng4, Gria1, Gria2, Gria4, Grik4, Grik5, Grin2a, Grin2d, Grm1, Grm3, Htr5b, Htr7, Itpr1*). Moreover, the down-regulation of *Gria3* in oil-treated animals was switched to up-regulation in E2-replaced. 

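Read with Pik33r2 as Pik3r2, Gabr1 as Gabbr1 and Gabr5 as Gabra5, the genes named here as protected against down-regulation number 40, and 39 were quantified, all but Adcy2. In the direct comparison of the SE groups 37 of the 39 were higher in CES than in COS, and the median log2 difference was 0.69, or 0.94 relative to the median of all genes. At an adjusted p under 0.05 over all genes limma called 22 of them higher and 0 lower in CES, and it called 22 when p was adjusted over the list alone. The study chose the list on these samples, so that count is not independent evidence. The count over all genes was 7 without COS replicate 3, 6 with normexp and between 29 and 32 under loess, quantile normalization, the deposited log2 table and a scaling over the spots valid in all rats. By the methods' t-test it was 0, with 17 genes at an unadjusted p under 0.05. As a set the genes lay above the other genes by camera with a preset correlation of 0.01 (two-sided, adjusted p = 7.10e-20 over the 4 lists tested from the paper), and the call held under fry (adjusted p = 0.0170). Per rat, the median of the list stood above the median of all genes by 1.27 ± 0.12 (SD, n = 4) on the log2 scale in COS and by 2.49 ± 0.38 (SD, n = 4) in CES (exact permutation test, two-sided, p = 0.0286). CES replicate 2 had the lowest CES value, 1.93. Of the alternatives, leaving out this rat moved the relative median most, to 1.10. The largest difference within the list, apart from Htr5b, was that of Gria2, whose probes lie on chromosome 2 of rn4, with a log2 difference of 1.89 (standard error 0.23, adjusted p = 0.00291), followed by Slc1a6 with 1.56 (standard error 0.32, adjusted p = 0.00683), which was well above background in 3 of 4 COS rats. Gnal and Slc1a3 were lower in CES, by log2 differences of −0.25 and −0.07 that limma did not call. The paper compares COS with CON and CES with CEN, and states that E2 replacement preserved the expression of the genes that fell in the first comparison and not in the second.

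**Figure D1:**
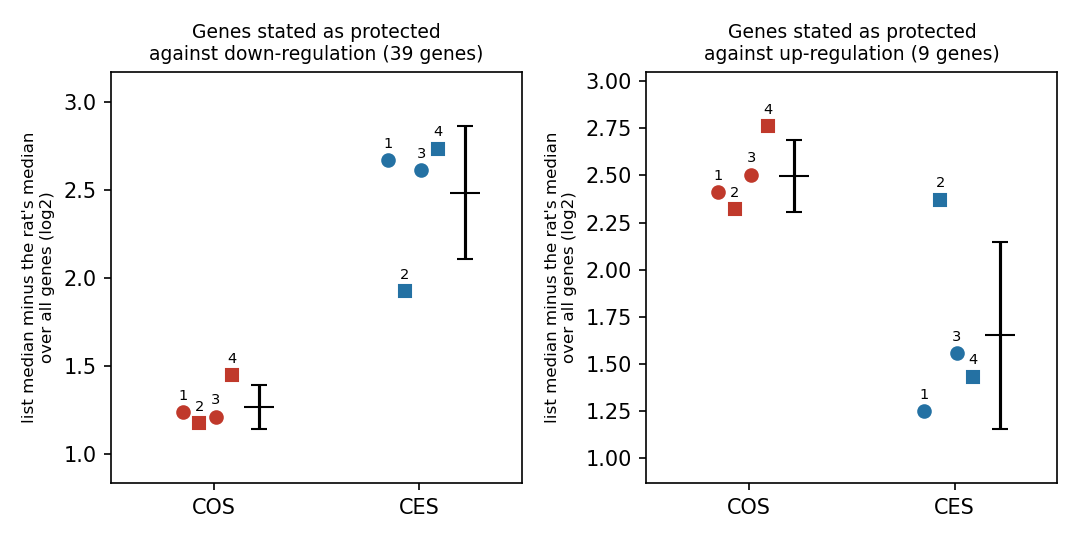
Median log2 level of each list in each rat minus that rat's median over all genes, for the genes the paper names as protected against down-regulation (left) and against up-regulation (right) in COS and CES rats. Points are rats with their replicate number, circles for Cy3 and squares for Cy5, and the lines beside them give the mean and SD of 4 rats. On the left every CES rat lies above every COS rat, and on the right CES replicate 2, at 2.37, lies within the range of the COS rats.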

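The direct comparison of the SE groups rests on probes at 3459714 to 3459773 and 3452571 to 3452630 of chromosome X (rn4). The log2 level of Gria3 was 3.86 ± 0.26 (SD, n = 4) in COS and 4.61 ± 0.24 (SD, n = 4) in CES, and every CES rat lay above every COS rat. The log2 difference was 0.75 (standard error 0.17, adjusted p = 0.0104), or 1.00 relative to the median of all genes. The call was lost with normexp background correction (adjusted p = 0.160), without the filter on valid spots (adjusted p = 0.0504) and by the methods' t-test (adjusted p = 0.0796), over a range of adjusted p from 0.00278 to 0.160 across the alternatives. In Table S1 the paper gives a ratio of SE to non-SE rats of −1.74 for Gria3 in oil-injected rats and of −1.25, not significant, in E2-replaced rats. The non-SE levels of Gria3 were not analysed here, and a higher level in CES than in COS does not show in which direction SE moved it.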

E2 replacement also protected some binding proteins (*Gnb4, Gng10, Gng11, Gng12, Gng5*) and oncogenes (*Akt3, Fos, Jun, Raf1*) against the SE-related upregulation. However, other genes, not affected by SE in oil-injected animals were regulated in E2-replaced ones (*Adcy7, Chrm3, Gabarapl1, Gabra4, Gabrq, Gnb1, Grik1, Gsk3b, Homer1, Kcnj3, Ppp2r2b, Shank2, Slc1a2, Sos2*). 

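All 9 genes were lower in CES than in COS, with a median log2 difference of −1.13, or −0.87 relative to the median of all genes, against which 2 of the 9 were higher. Limma called 6 of them lower over all genes (Fos, Jun, Gnb4, Gng11, Gng12 and Gng5) and 7 when p was adjusted over the list alone, on a list that the study chose on these samples. The set lay below the other genes by camera (two-sided, adjusted p = 0.00819), and the call held under fry (adjusted p = 0.0170). Per rat, the list stood above the median of all genes by 2.50 ± 0.19 (SD, n = 4) in COS and 1.65 ± 0.50 (SD, n = 4) in CES (exact permutation test, two-sided, p = 0.0571). Fos, whose probe lies on chromosome 6 of rn4 from 109561099 to 109561158, had a log2 difference of −4.25 (standard error 0.74, adjusted p = 0.00445). Relative to the median of all genes it was −4.00. The Fos level was 3.73 in CES replicate 2 and between −0.22 and 0.25 in the other CES rats, and without COS replicate 3 its adjusted p was 0.0511 (range over the alternatives 2.15e-06 to 0.102). The differences were −1.25 for Gnb4 (standard error 0.24, adjusted p = 0.00527), −1.25 for Gng11 (standard error 0.27, adjusted p = 0.00879), −1.13 for Gng12 (standard error 0.21, adjusted p = 0.00486) and −0.94 for Gng5 (standard error 0.24, adjusted p = 0.0151). The paper's ratios of SE to non-SE rats for these genes are 3.29, 2.73, 1.91 and 1.77 in oil-injected rats. In E2-replaced rats they are 1.04, not significant, 1.82 and 1.85, both significant, and 2.57, not significant. A lower level in CES than in COS is therefore not by itself a smaller rise after SE. After loess and Aquantile normalization Gng11 (adjusted p = 0.0585, range over the alternatives 1.70e-04 to 0.193) and Gng5 (adjusted p = 0.0842, range 0.00211 to 0.363) were no longer called, and without COS replicate 3 Gnb4 (adjusted p = 0.0571, range 3.10e-04 to 0.159) was not called either. The count over all genes was 2 without COS replicate 3 and 2 with normexp.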

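In the comparison of CES with COS, 9 of these 14 genes were higher and 5 lower, with a median log2 difference of 0.10, or 0.35 relative to the median of all genes. Limma called 2 genes higher and 1 lower over all genes, and 3 in all when p was adjusted over the list alone, a list that again comes from these samples. After loess and Aquantile normalization 5 were called higher and 1 lower, and without CES replicate 2 it was 4 and 2. The difference was 0.72 for Gabra4 (standard error 0.20, adjusted p = 0.0205) and 0.72 for Gabrq (standard error 0.21, adjusted p = 0.0245), and −0.82 for Gnb1 (standard error 0.18, adjusted p = 0.00893). The paper's ratios of SE to non-SE rats in E2-replaced rats are 2.25 for Gabrq and 1.86 for Gnb1. In oil-injected rats they are −1.71 and −1.58, not significant. Gnb1 was thus lower in CES than in COS although the paper gives a rise in E2-replaced rats, and the non-SE levels were not analysed here. Leaving out COS replicate 1, 3 or 4 in turn took Gabra4 and Gabrq out of the calls, with adjusted p between 0.0682 and 0.0876. Leaving out CES replicate 1 did so for Gabra4 (adjusted p = 0.0829) and leaving out COS replicate 3 for Gnb1 (adjusted p = 0.0691), and over all alternatives the adjusted p reached 0.369 for Gabra4, 0.187 for Gabrq and 0.411 for Gnb1. The set lay above the other genes by camera (two-sided, adjusted p = 0.0336), a call that did not hold under fry (adjusted p = 0.512).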

The protection against SE-related down-regulation of *Itpr1* and calcium channels is particularly important for the role these genes play in the intercellular calcium signaling (Iacobas et al., 2006d).

**Figure 4:**
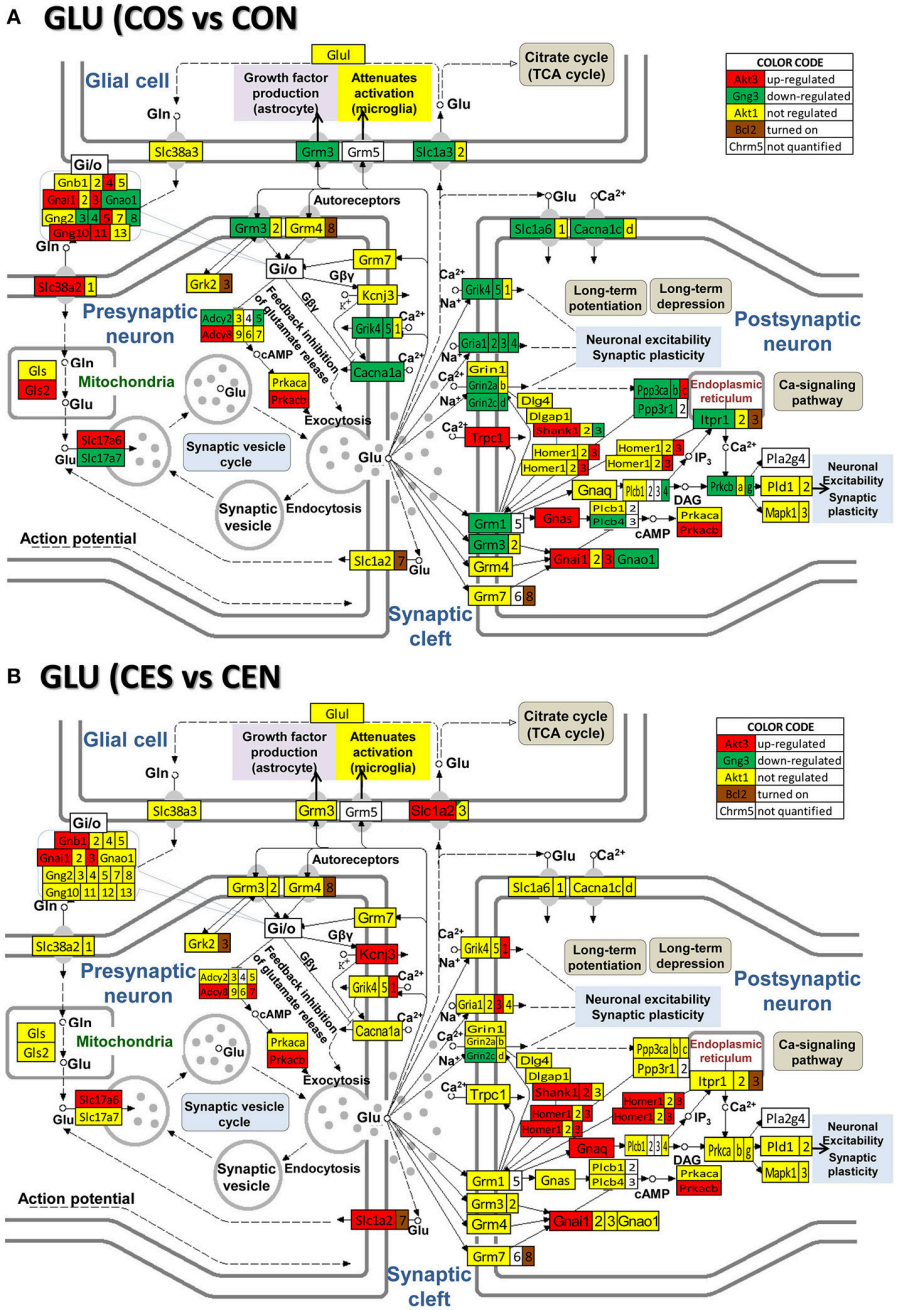
Regulation of the glutamatergic synapse pathway by SE in OVX rats with (CES)/without (COS) E2-replacement with respect to their non-SE counterparts (CEN and CON). Note the large number of down-regulated genes by SE in oil injected rats [e.g., metabotropic glutamate receptor 3, *Grm3* in **(A)**] whose expression was not affected by SE in rats with E2 replacement **(B)**.

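Between the SE groups, Grm3 stood at a log2 level of 2.15 ± 0.25 (SD, n = 4) in COS and 3.36 ± 0.49 (SD, n = 4) in CES, from probes on chromosome 4 of rn4 at 22117749 to 22117808 and 20961612 to 20961671. The log2 difference was 1.21 (standard error 0.20, adjusted p = 0.00411), or 1.47 relative to the median of all genes, and no CES rat lay below any COS rat.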

**Figure 5:**
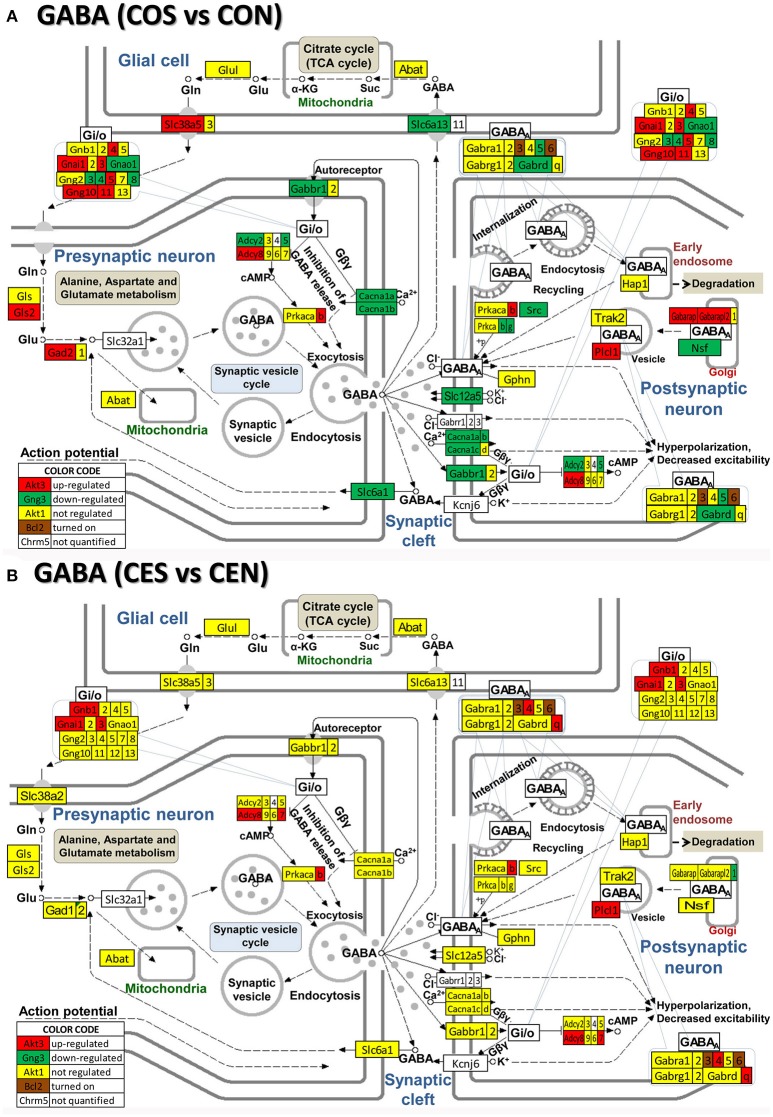
Regulation of the GABAergic synapse pathway by SE in OVX rats with (CES)/without (COS) E2-replacement with respect to their non-SE counterparts (CEN and CON). Note large number of genes down-regulated by SE in oil-injected animals [e.g., GABA B receptor 1, *Gabbr1* in **(A)**] whose expression was not affected by SE in rats with E2 replacement **(B)**.

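The 3 probes of Gabbr1 on chromosome 20 gave a log2 level of 4.06 ± 0.28 (SD, n = 4) in COS and 4.42 ± 0.41 (SD, n = 4) in CES. The difference of 0.36 (standard error 0.20, adjusted p = 0.184) was not called and came to 0.61 relative to the median of all genes. It was called after loess and Aquantile normalization (adjusted p = 0.0314), after quantile normalization (adjusted p = 0.0300), with the deposited log2 table (adjusted p = 0.0356) and with every channel scaled over the spots valid in all rats, an alternative chosen after seeing the data (adjusted p = 0.0339), over a range of 0.0300 to 0.544 across the alternatives.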

**Figure 6:**
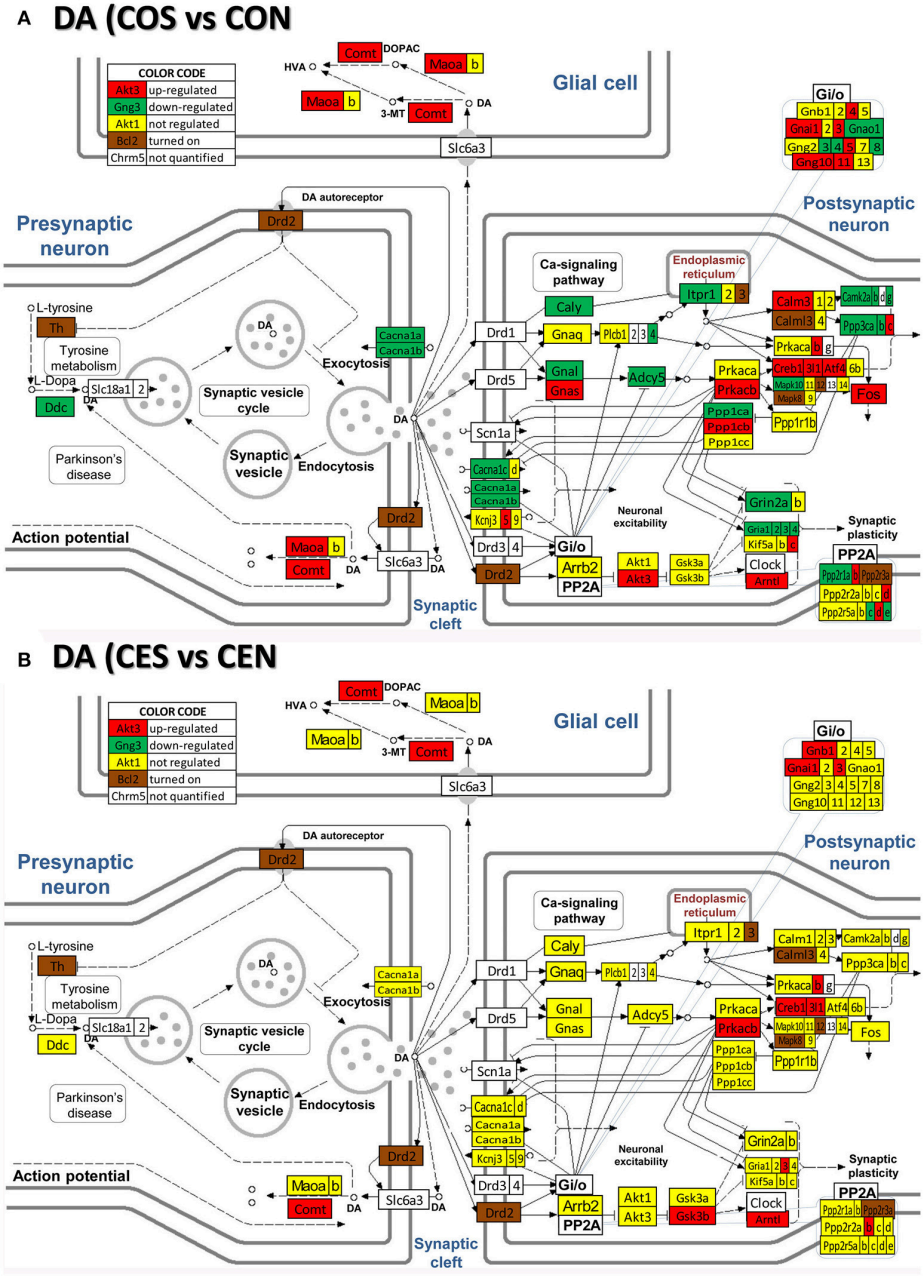
Regulation of the dopaminergic synapse pathway by SE in OVX rats with (CES)/without (COS) E2-replacement with respect to their non-SE counterparts (CEN and CON). Note the number of genes down-regulated by SE in oil-injected animals [e.g., DOPA decarboxylase, *Ddc* in **(A)**] whose expression was not affected by SE in rats with E2 replacement **(B)**.

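Ddc, with a probe at 92698673 to 92698732 of chromosome 14, was well above background in 3 of 4 COS rats and in all CES rats. Its log2 level was −1.12 ± 0.56 (SD, n = 4) in COS and 1.16 ± 0.98 (SD, n = 4) in CES, a difference of 2.28 (standard error 0.34, adjusted p = 0.00340), or 2.54 relative to the median of all genes. The level was −0.31 in CES replicate 2 and between 1.62 and 1.70 in the other CES rats.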

**Figure 7:**
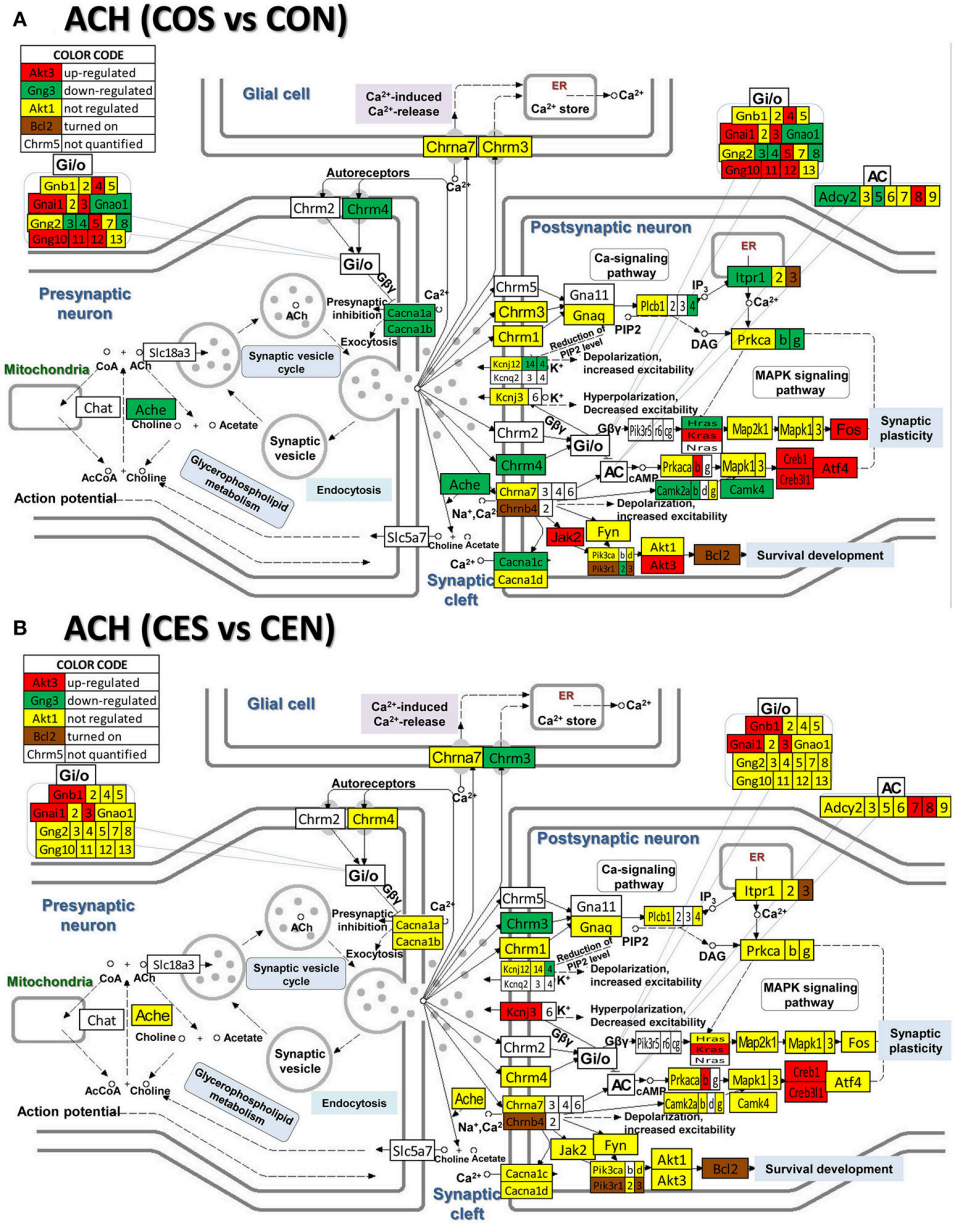
Regulation of the cholinergic synapse pathway by SE in OVX rats with (CES)/without (COS) E2-replacement with respect to their non-SE counterparts (CEN and CON). Again, note the large number of genes down-regulated by SE in oil-injected animals [e.g., acetylcholinesterase, *Ache* in **(A)**] whose expression was not affected by SE in rats with E2 replacement **(B)**.

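The log2 level of Ache was 2.75 ± 0.30 (SD, n = 4) in COS and 3.45 ± 0.51 (SD, n = 4) in CES, with overlapping values. The difference of 0.69 (standard error 0.22, adjusted p = 0.0355), or 0.95 relative to the median of all genes, was called by limma. The call was lost with normexp (adjusted p = 0.245), with the processed signal of the scanner software (adjusted p = 0.242), without the filter on valid spots (adjusted p = 0.114), by the methods' t-test (adjusted p = 0.210) and on leaving out any rat except COS replicate 2 and CES replicate 2, with adjusted p across the alternatives between 0.0129 and 0.245.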

**Figure 8:**
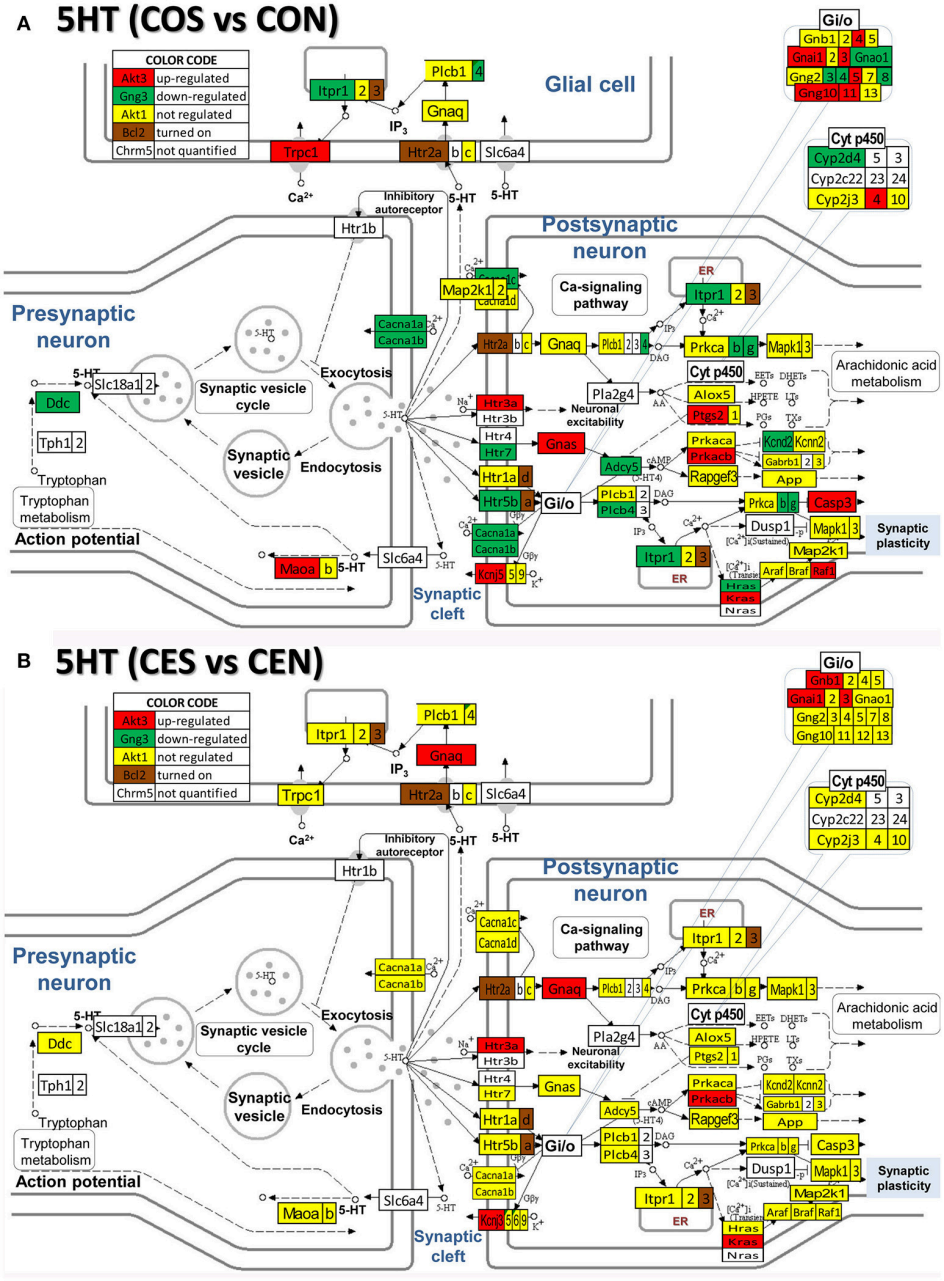
Regulation of the serotonergic synapse pathway by SE in OVX with (CES)/without (COS) E2-replacement with respect to their non-SE counterparts (CEN and CON). Note the number of down-regulated genes by SE in oil-injected animals [e.g. serotonin receptor 5B, *Htr5b* in **(A)**] whose expression was not affected by SE in rats with E2 replacement **(B)**.

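Among the genes with non-overlapping values, Htr5b had the largest rise from COS to CES, 3.77 on the log2 scale (standard error 0.45, adjusted p = 0.00265) and 4.03 relative to the median of all genes. Its probe, at 33545417 to 33545476 of chromosome 13, was well above background in 2 of 4 COS rats. The level averaged −1.49 ± 0.36 (SD, n = 4) in COS and 2.28 ± 1.31 (SD, n = 4) in CES, where replicate 2 had 0.32 and the other rats between 2.91 and 2.95.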

Our data show (Figure 9) that also the synaptic vesicle cycle (SVC) was massively altered by SE in oil-injected females and on much smaller scale in rats with E2 replacement.

**Figure 9:**
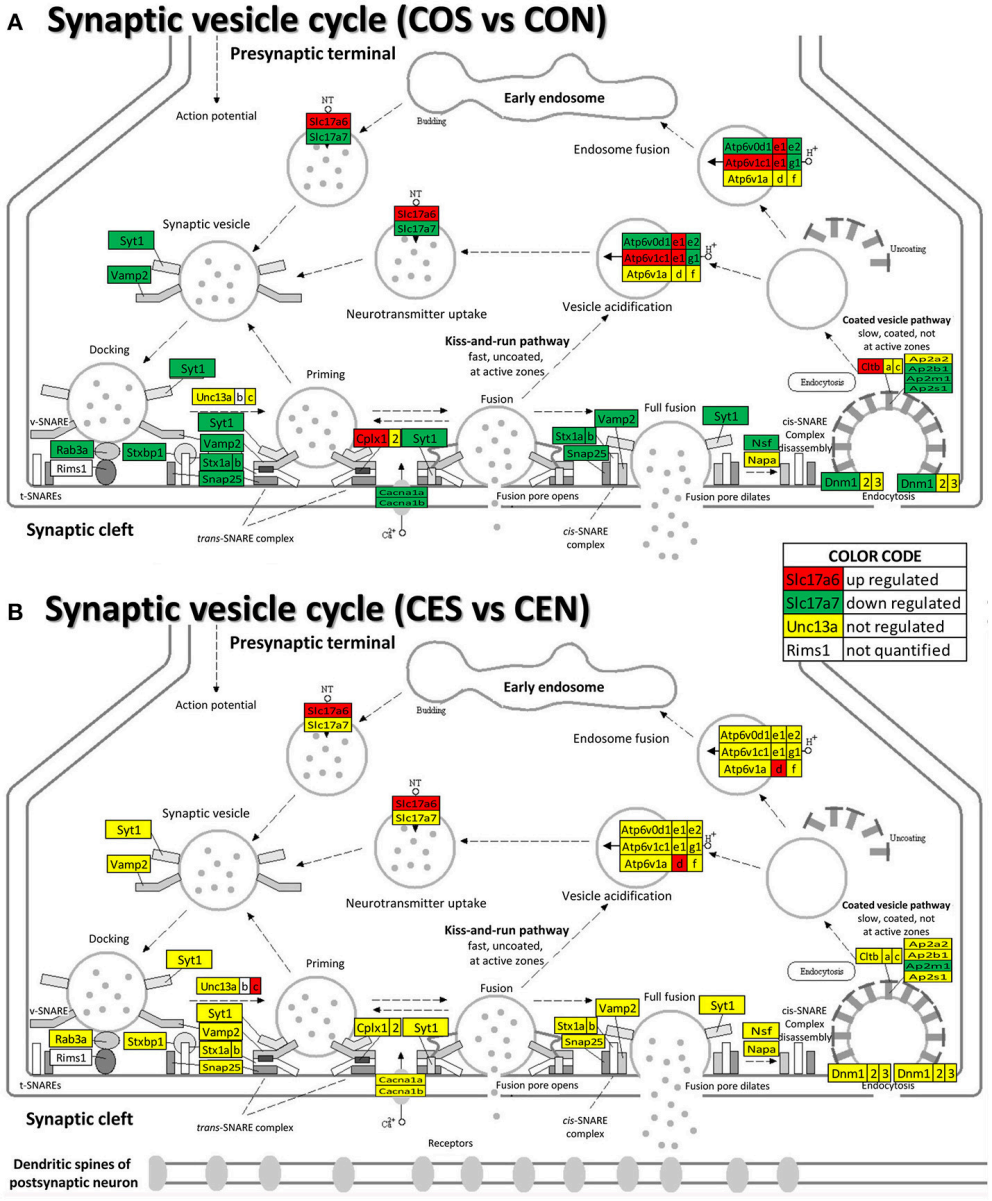
Regulation of the synaptic vesicle cycle pathway by SE in OVX with (CES)/without (COS) E2-replacement with respect to their non-SE counterparts (CEN and CON). Note that in oil-injected animals **(A)** the vesicle cycle was altered by SE in all phases but only few genes were affected in animals with E2 replacement **(B)**.

### SE remodels the transcriptomic networks by which the ESG pathway controls neurotransmission

We found that SE not only regulates the ESG pathway (Figure 10) but also profoundly remodeled the transcriptomic networks by which ESG regulates neurotransmission. Interestingly, in animals with E2 replacement, SE turned on the very important *Pik3r1* and *Pik3r3* [phosphoinositide-3-kinase regulatory subunits 1 (alpha) and 3 (gamma)] that control numerous major pathways via the PI3K-AKT signaling.

**Figure 10:**
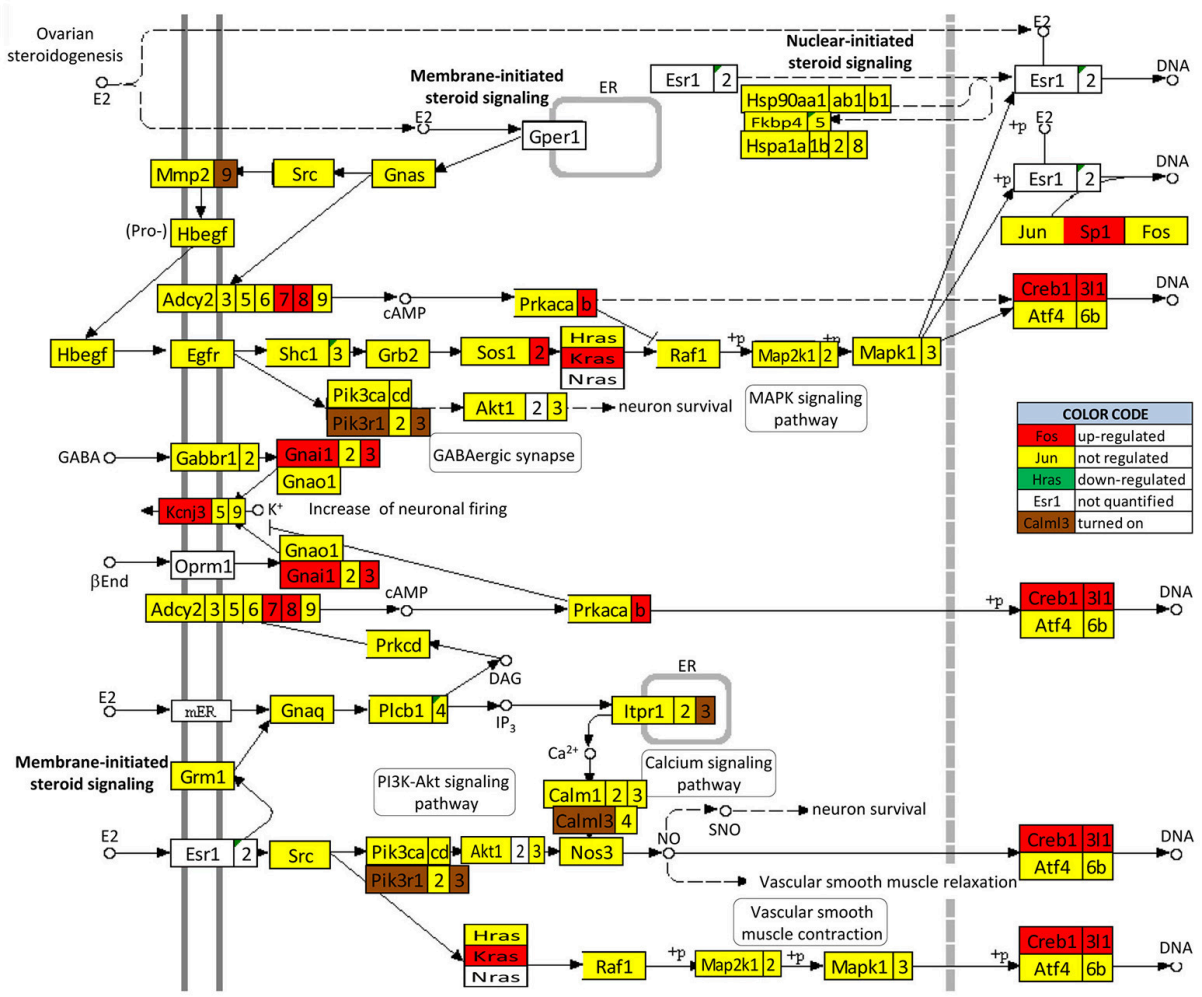
Regulation of the estrogen signaling pathway by SE in OVX females with E2 replacement. Note that, in addition to up-regulating *Adcy7, Adcy8, Creb1, Creb3l1, Gnai1, Gnai3, Kcnj3, Kras, Prkacb*, and *Sp1*, SE turned on *Calml3, Itpr3, Mmp9, Pik3r1*, and *Pik3r3*. No gene of this pathway was found as down-regulated or turned off by SE.

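Of the 5 genes stated as turned on, each had a valid spot in all 8 rats, COS and CES alike. The number well above background was 0, 4, 1 and 4 in CES replicates 1, 2, 3 and 4, and between 1 and 2 in the COS rats. Calml3, Pik3r1 and Pik3r3 were not well above background in any COS rat and were so in 1, 1 and 2 of the 4 CES rats, so no fold is given for them. Itpr3 had a log2 difference, CES minus COS, of −2.39 (standard error 0.85, adjusted p = 0.0515) and was well above background in 3 COS and 2 CES rats. It was called without the dye term (adjusted p = 0.0489), with the replicate number as a block (adjusted p = 0.0284), without COS replicate 4 (adjusted p = 0.0256) and without CES replicate 2 (adjusted p = 0.0470), over a range of 0.0256 to 0.289 across the alternatives. Its level was 2.45 and 2.05 in COS replicates 1 and 2, which shared an array, and −0.87 and −2.05 in COS replicates 3 and 4. Mmp9 had a difference of −1.25 (standard error 0.56, adjusted p = 0.110). Relative to the median of all genes it was −0.99 without the dye term (adjusted p = 0.0233) and with the replicate block (adjusted p = 0.0418), where it was called. Mmp9 was also called without CES replicate 2, at −1.59 (adjusted p = 0.00255, range over the alternatives 0.00255 to 0.571). On leaving out each rat in turn this relative difference ran from −1.59 to −0.48. Of the 10 genes stated as up-regulated 9 were quantified, all but Gnai3, and their median log2 difference between the SE groups was −0.28, or −0.03 relative to the median of all genes (camera, two-sided, adjusted p = 0.602, and fry, which takes no change as its reference, adjusted p = 0.0342). The medians of this list per rat, relative to all genes, went the other way, with a mean of −0.17 in COS and 0.23 in CES (exact permutation test, two-sided, p = 0.114). Limma called 4 of the 9 lower in CES, over all genes and adjusted over the list alone, a list that the study chose on these samples. Without COS replicate 3 the count was 1, and after loess and Aquantile normalization 1 was called higher and 2 lower. Among the 4 were Creb1 with −1.05 (standard error 0.22, adjusted p = 0.00701), Sp1 with −0.90 (standard error 0.16, adjusted p = 0.00479) and Creb3l1 with −0.46 (standard error 0.16, adjusted p = 0.0492). Relative to the median of all genes these were −0.80, −0.65 and −0.20. After loess and Aquantile normalization Creb3l1 (adjusted p = 0.715, range over the alternatives 0.0208 to 0.830) was not called. In Table S1 the paper gives ratios of SE to non-SE rats of 4.59 for Creb1, 3.41 for Sp1 and 2.55 for Creb3l1 in oil-injected rats, and of 1.27, −1.10 and −1.41, not significant, in E2-replaced rats. The 5 probes of Creb1 differed, and its brightest probe gave a difference of −0.06 relative to the median of all genes (adjusted p = 0.188, range over the alternatives 3.00e-04 to 0.392).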

Figures 11A and 12A present the transcriptomic networks that interlink ESG pathway genes with glutamatergic and cholinergic transmission via common genes in OVX animals with E2 replacement. Figures 11B, 12B show how SE altered these networks. The analysis revealed high degree (15%) of synergistic expression between genes involved in ESG pathway and all types of neurotransmission. This synergism means that when the ESG diminishes, the expression of neurotransmission genes decreases as well. This may explain why decline in E2 levels is associated with increased incidence of neurodegenerative diseases.

**Figure 11:**
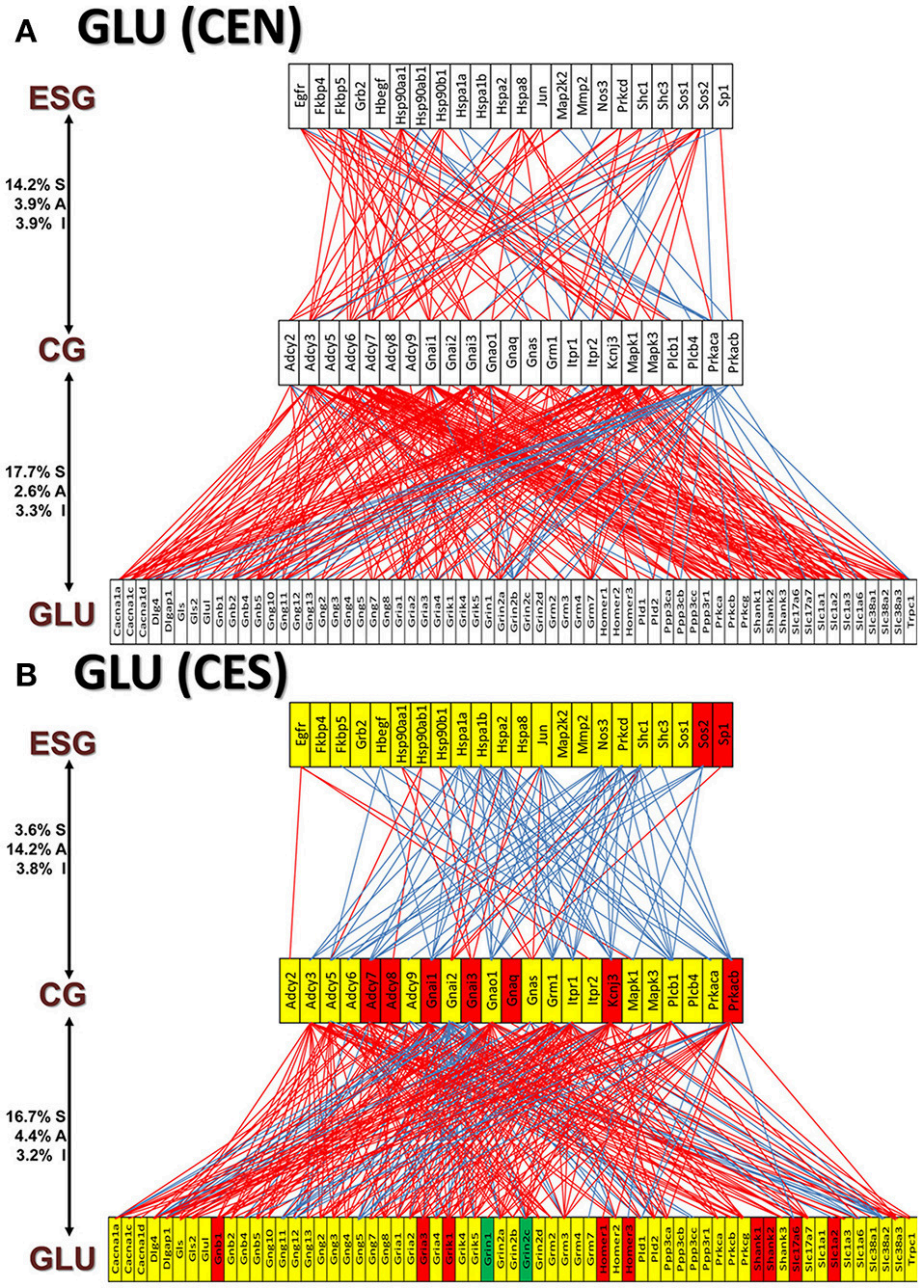
The transcriptomic networks by which the estrogen-signaling (ESG) pathway genes regulate the glutamatergic synapse (GLU) genes through expression coordination with the common genes (CG) between the two pathways in OVX rats with E2-replacement. **(A)** Networks in the DG of non-SE animals. A red/blue line indicates that the linked genes are significantly (*p*-value < 0.05) synergistically/antagonistically expressed, respectively. Numbers on the left side represent the percentages of the synergistically (S)/antagonistically (A)/independently (I) expressed pairs that can be formed between the two groups of genes. **(B)** Networks in the DG of SE animals. Red/green/yellow background of the gene symbol indicates that that gene was up-/down-/not regulated by SE. Note that there is a substantial shift from synergistic to antagonistic expression between ESG and CG groups in SE animals.

**Figure 12:**
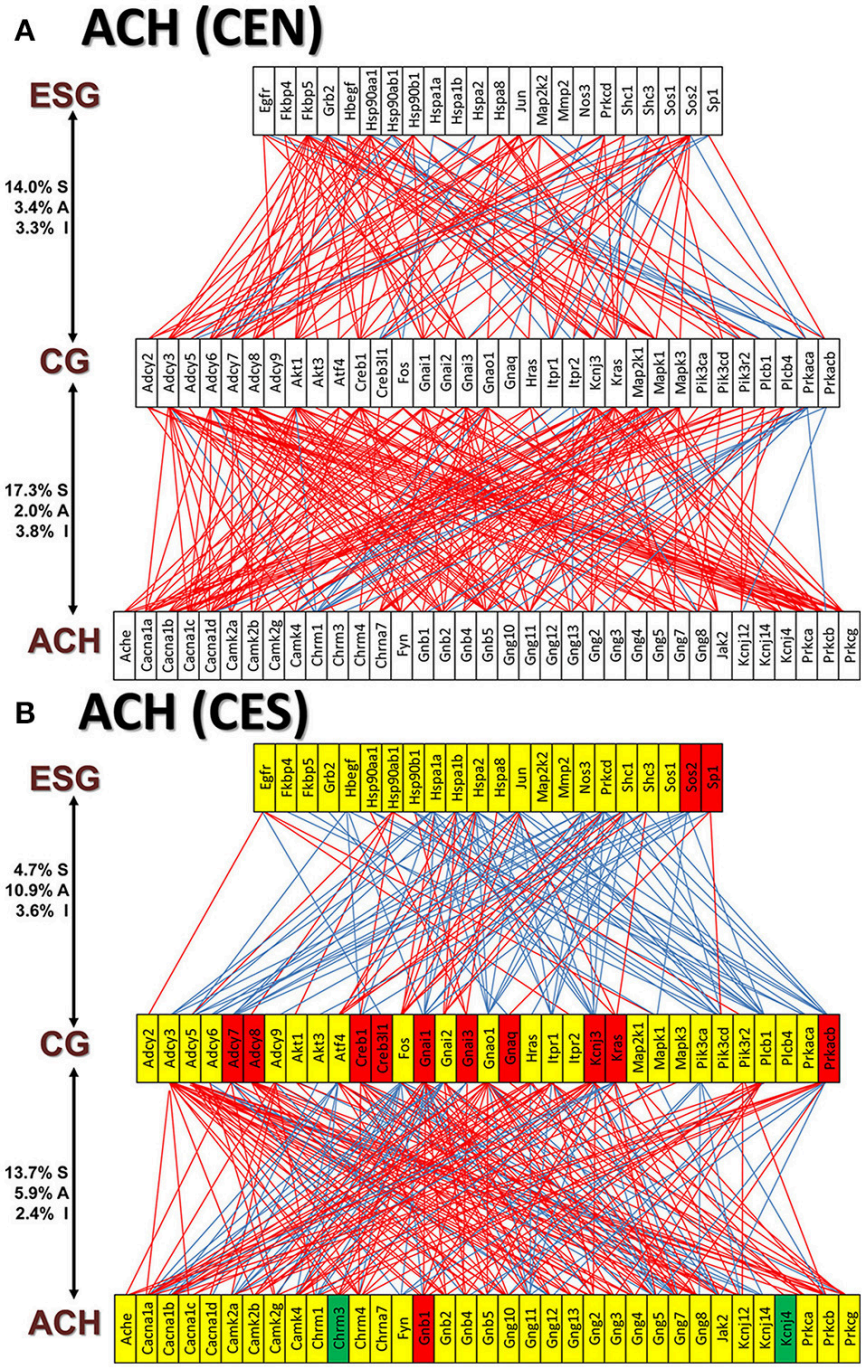
The transcriptomic networks by which the estrogen-signaling (ESG) pathway genes regulate the cholinergic synapse (ACH) genes through expression coordination with the common genes (CG) between the two pathways in OVX rats with E2-replacement. **(A)** Networks in the DG of non-SE animals. **(B)** Networks in the DG of SE animals. Note the substantial shift from synergistic to antagonistic expression between ESG and CG groups in SE animals.

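Coordination was computed as the methods describe, over the 4 rats of a group, between 35 quantified ESG genes and 63 neurotransmission genes that the paper names, which form 2205 pairs. These ESG genes include those the paper lists as common to ESG and neurotransmission. The neurotransmission genes are those it names as protected, as regulated in E2-replaced rats alone or as partners of Jun. The paper took whole pathways and kept the common genes apart, so the shares here do not re-test its shares. At the paper's criterion 8.35% of the pairs were synergistic and 0.408% antagonistic in CES, and 15.6% and 0% in COS, where independent genes would give 2.5% of each sign. Pairs of 1000 randomly drawn genes gave 9.36% synergistic and 0.279% antagonistic pairs in CES, and 20.4% and 0.022% in COS. After loess and Aquantile normalization 7.80% of the listed and 4.32% of the random pairs were synergistic in CES, and after quantile normalization 8.03% and 4.15%. Of the variance within a group the dye took 65.5% in COS and 51.6% in CES, where equal shares of dye, array and their interaction would be 33.3%. With the mean dye effect of each gene subtracted, 6.80% of the pairs were synergistic and 2.90% antagonistic in CES, and 6.53% and 0.635% in COS. Quantile normalization moved the antagonistic share in CES most, to 5.13%. The coordination in CEN was not analysed here, so switches between the conditions were not counted.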

We also noticed that in animals with E2 replacement the synergistic expression of 131 ESG-neurotransmission gene pairs was switched by SE into antagonistic expression (albeit 25 pairs were switched from antagonistically to synergistically expressed). Thus, when expression of the ESG gene partner decreases, the expression of the paired neurotransmission gene goes up, likely compensating for the decrease of other synapse molecular factors. Figure 13 presents the ESG-neurotransmission gene pairs that switched their expression coordination from synergistic to antagonistic or *vice versa* in E2-replaced animals following SE. For instance, the transcription factor *Jun*, known for its role in synaptic plasticity and term memory formation (Alberini, 2009) had 13 synergistic-to-antagonistic switch(with: *Arrb2, Ddc, Dlg4, Gabra1, Gabra2, Gabr4, Gabrg2, Gng2, Gria2, Gria3, Grik5, Grm3, Gsk3a*) and 2 antagonistic-to synergistic ones (*Casp3, Cyp2j3*).

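With Gabr4 read as Gabra4, all 13 partners stated to become antagonistic with Jun were quantified. In the CES rats Jun was highest in replicate 2, and all 13 partners were lowest in the same rat, in which 44.0% of all genes were lowest. Of the 13 partners 1 was antagonistic with Jun at the paper's criterion, and 0 had the exact reverse of the order of Jun over the 4 rats, where random orders would give 0.542. Loess and Aquantile normalization and quantile normalization moved the first count most, to 8 of 13 each, and 2 were antagonistic with the dye effect subtracted. In the COS rats 0 of the 13 were antagonistic and 0 synergistic with Jun.

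**Figure D2:**
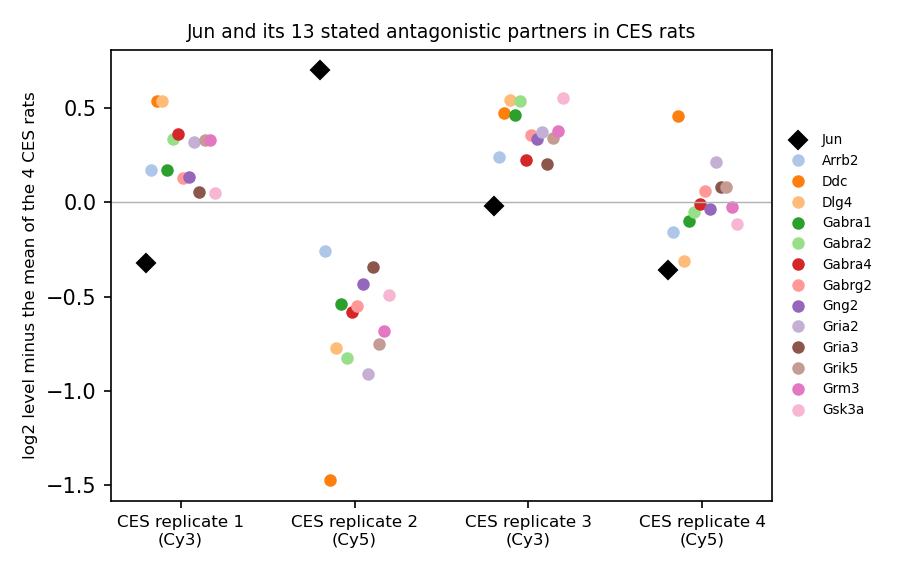
Log2 levels of Jun (diamonds) and of the 13 partners (circles) in each CES rat, each gene relative to its mean over the 4 CES rats. In replicate 2 Jun lies above its mean and all 13 partners lie below theirs.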

**Figure 13:**
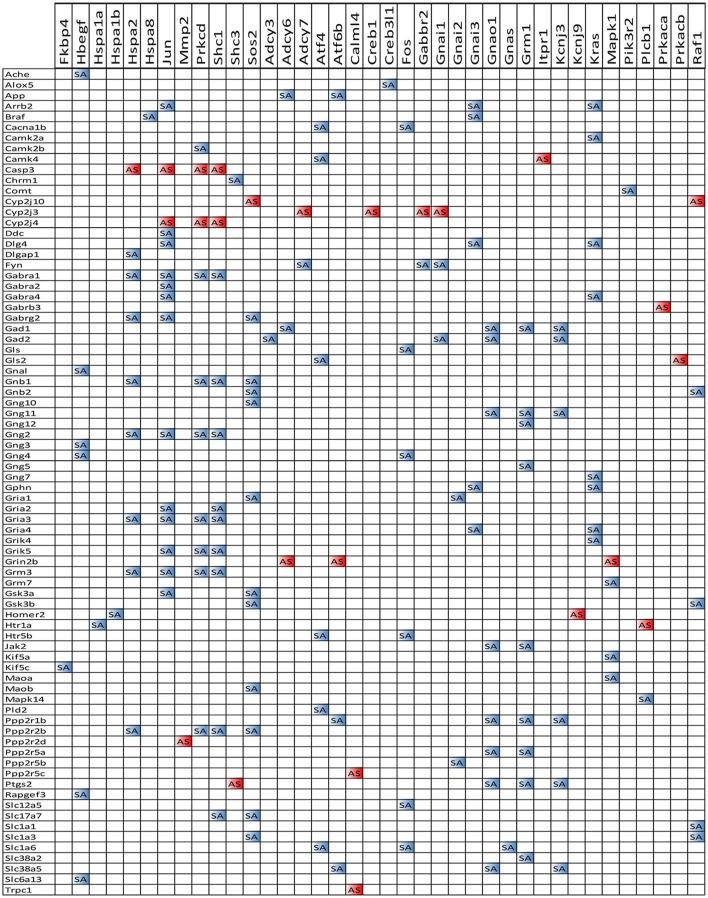
ES-neurotransmission gene pairs that switched their expression coordination from synergistic to antagonistic (white to blue bullets) or from antagonistic to synergistic (white to red bullets) following SE.

It is interesting how the expression coordination of *Jun* with major synapse membrane receptors depends on the E2 presence and changes following SE. As illustrated in Figure 14, the E2-replacement doubled the number of synergistically expressed partners for *Jun* among the synaptic receptors and turned *Gabra1* from an independently to a synergistically expressed gene. In both oil-injected and E2-replaced animals, SE induced antagonistic expression of *Jun* with several synaptic receptors.

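All 29 receptors linked to Jun in Figure 14 were quantified. In CES 3 of them were antagonistic with Jun and 0 synergistic at the paper's criterion, and 27 varied against Jun in sign. The count of antagonistic receptors in CES was 12 after loess and Aquantile normalization and 0 with normexp. In COS 0 were antagonistic and 2 synergistic. CES replicate 2 had the lowest level for 24 of the 29 receptors among the CES rats.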

**Figure 14:**
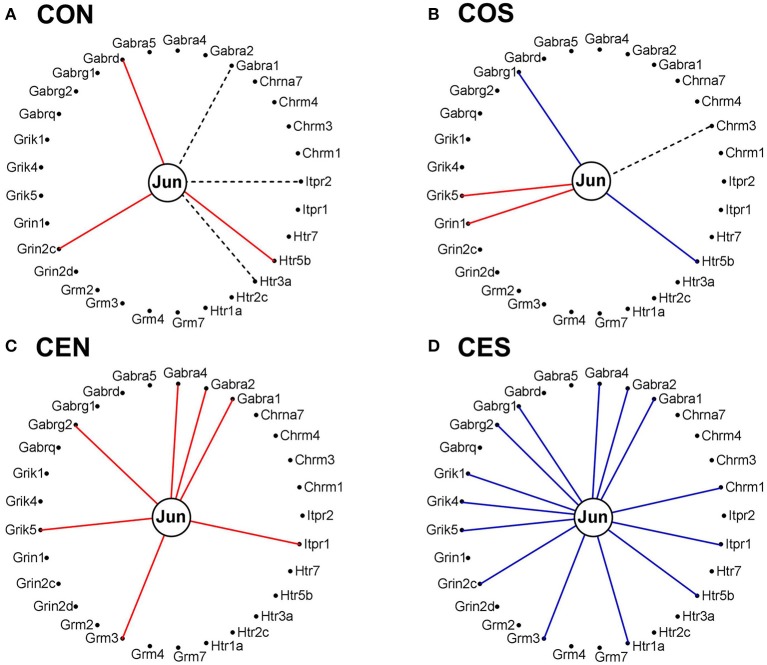
Expression correlation of Jun oncogene with some synapse membrane receptors in the DG of OVX rat female rats. **(A)** Oil-injected, non-SE rats; **(B)** Oil-injected SE rats; **(C)** E2-replaced, non-SE rats; **(D)** E2-replaced, SE rats. A continuous red/blue line indicates significant (*P*-value < 0.05) expression synergism/antagonism of *Jun* with the linked gene, an interrupted black line indicates significant (*p*-value < 0.05) expression independence, while missing lines mean that we have not enough evidence to categorize the expression coordination of *Jun* with that gene.

## Discussion

We show that the well-known neuroprotective effects of E2, in this case against SE-induced hippocampal damage, involve complex, multifactorial changes including alteration of neurotransmission pathways. Our study stresses the importance of considering global genomic changes when studying effects of steroid hormones. The neuroprotective effects of E2 against SE-induced damage involve widespread regulation of neurotransmitter systems. Our data further shows that loss of estrogen leads to a state of transcriptomic instability, which may significantly contribute to neuronal vulnerability and, consequently, may render the system more susceptible to neurodegenerative processes. We identified a large number of down-regulated genes in the neurotransmission pathways induced by SE in oil-injected females and interpreted this finding as the major culprit for most of SE features. Indeed, E2 replacement led to restoration of the expression of many of these genes and we consider this as a good indication of the E2 protective role of brain circuitry.

The overall technical noise of the arrays hybridized with samples from oil-injected animals is practically equal to that of the samples from E2-replaced animals as indicated by comparing the control spots. Hence, the lower average (and median) of the FC distribution in the COS vs CON results from the reduction of expression variability in the compared conditions. This result is consistent with our robust finding in hundreds of transcriptomic experiments that the expression variability is larger in tissues of animals closer to their normal condition than in disease conditions. 

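Noise was measured per channel as the median, over 28 replicated control probes, of the coefficient of variation of the background-subtracted signal of replicate spots. It was 10.8% ± 2.6 (SD, n = 4) in the COS channels and 15.3% ± 2.1 (SD, n = 4) in the CES channels (exact permutation test, two-sided, p = 0.0571). With the processed signal of the scanner software the means were 7.82% and 13.2% (exact permutation test, two-sided, p = 0.0857). Over 198 replicated non-control probes the order was reversed, with 17.2% in COS and 15.2% in CES (exact permutation test, two-sided, p = 0.0571). Both channels of an array share its spots, while these tests treat the channels as independent. The arrays per group are too few for a test between arrays.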

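Over the 20825 quantified genes the median SD of the log2 level between rats was 0.38 in COS and 0.39 in CES, and 47.6% of the genes had the larger SD in CES. Leaving out CES replicate 2 lowered that share to 36.7%, and leaving out COS replicate 4 raised it to 68.6%. The share was 70.1% after loess and Aquantile normalization, the alternative that with quantile normalization moved it most, 56.8% with the dye effect subtracted and 27.0% with normexp. The spread in CON and CEN, which also enters the comparisons with the non-SE groups, was not analysed here.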

As presented in a previous publication (Iacobas, 2016) CES and CEN are closer to the conditions of intact females with/without SE than are COS and CEN.

The coordination analysis of the over 80 mil gene pairs in each condition, sorted in numerous interplays among the genomic fabrics of functional pathways provides an enormous amount of information. Complete presentation of this information is not possible to cover in a single report. Therefore, we have selected some results that may enhance our understanding of the complex molecular mechanisms triggered by the SE and the neuroprotective role of E2 replacement on brain circuitry.

Studies in patients with epilepsy suggest that particularly in the DG, seizure-induced hippocampal damage (sclerosis) is associated with memory deficits (Helmstaedter et al., 1997; Grunwald et al., 1999a,b). Recordings from resected human hippocampal specimens indicate that in patients with temporal lobe epilepsy (TLE) that was associated with hippocampal sclerosis, TBS-induced LTP in the DG is lost (Beck et al., 2000). Our present data show that following kainic acid-induced SE, a model of seizures originating in the temporal lobe (Velíšková et al., 2000; Velíšková and Velíšek, 2007), TBS-induced LTP is severely impaired in slices from oil-injected, but not E2-replaced OVX rats. Interestingly, an MRI study has demonstrated that young women are less likely to develop TLE-associated hippocampal damage suggesting possible protective effects of female ovarian hormones (Briellmann et al., 2000). Indeed, our previous studies showed that kainic-acid-induced SE was associated with severe neuronal loss in the vulnerable hilar region of the DG in OVX rats but the neuronal damage was significantly ameliorated in E2-replaced animals (Velíšková et al., 2000; Velíšková and Velíšek, 2007). We would like to emphasize that in OVX rats, the dose of E2 used in our studies produces circulating levels of E2 within the physiological range (Neal-Perry et al., 2005). This E2 dose is not only neuroprotective against the SE-induced hippocampal damage but it also has a mild anticonvulsant effect (Velíšková et al., 2000; Velíšková and Velíšek, 2007). Others have used various doses of E2 and showed consistent neuroprotective effects against seizure-induced hippocampal neuronal damage regardless the E2 dose but the supraphysiological E2 levels were associated with a proconvulsant effect (see Velíšková and DeSantis, 2013 for detailed review).

Very important findings of this study concern Jun oncogene (*Jun*) expression regulation and coordination with neurotransmission genes. As part of the activator protein-1 (AP-1), *Jun* is involved in major cellular processes including differentiation, proliferation and cell survival, frequently leading to cancerous processes, (Papoudou-Bai et al., 2017; Shrihari, 2017; Tewari et al., 2017). Significant up-regulation of *Jun* by SE in oil-injected rats (2.9x) can explain vast occurrence of SE-related brain damage through activation of pro-apoptotic genes (Kravchick et al., 2016). 

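The probe for Jun lies on chromosome 5 of rn4 from 115358764 to 115358823 and was well above background in all 8 rats. The log2 level of Jun was 5.88 ± 0.26 (SD, n = 4) in COS and 4.38 ± 0.49 (SD, n = 4) in CES, and every COS rat lay above every CES rat (exact permutation test, two-sided, p = 0.0286). The log2 difference, CES minus COS, was −1.50 (standard error 0.26, adjusted p = 0.00418), or −1.25 relative to the median of all genes. The methods' t-test moved the call, to an adjusted p of 0.0773, while the adjusted p stayed under 0.05 with every rat left out in turn. The non-SE levels of Jun were not analysed here.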

Importantly, expression of *Jun* was not altered by SE in E2-replaced animals, proving again the important protection E2 provides to the brain likely through its interference with apoptotic process here represented by *Jun*.

In a recent study (Iacobas et al., 2018) on a rat model of infantile spasms, we have analyzed how the epileptic spasms alter the neurotransmission in the hypothalamic arcuate nucleus and how the ACTH or PMX53 (a potent complement C5ar1 antagonist) treatment recovers most of these alterations. Thus, the question exists whether initiation of the E2 replacement in adult OVX females following the SE would also rescue the deteriorating effects of SE.

## Author contributions

DI designed the microarray experiment, developed the analytical methods, and analyzed the data. SI performed the microarray experiment and the primary analysis. NN performed most of the animal work and analyzed the electrophysiology LTP data. LV contributed the biological interpretation of the experimental results. JV designed and supervised the entire project. All authors contributed to the manuscript writing.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

5HT: Serotonergic synapse pathway
ACH: cholinergic synapse pathway
ALZ: Alzheimer's disease pathway
APO: apoptosis pathway
CC: cell cycle pathway
CG: common genes
CUT: absolute fold-change cut-off to consider a gene as regulated
DA: dopaminergic synapse pathway
DG: dentate gyrus
E2: β-estradiol
ESG: estrogen signaling pathway
FC: fold-change
GABA: GABAergic synapse pathway
GLU: glutamatergic synapse pathway
KA: kainic acid
LTD: long-term depression pathway
LTP: long-term potentiation pathway
OVX: ovariectomized
PPR: Pathway Protection
SE: status epilepticus
SVC: synaptic vesicle cycle pathway
TBS: theta burst stimulation
TLE: temporal lobe epilepsy
TPR: Transcriptomic Protection
WPR: Weighted Pathway Regulation

How the deposited data were processed for this re-analysis (not part of the article)

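RNA from the dentate gyrus of 8 ovariectomized rats after SE, 4 oil-injected (COS) and 4 E2-replaced (CES), was measured on 4 2-colour arrays with 43379 non-control spots each. Each channel is 1 rat, and the 4 arrays lie on a single slide. Groups, replicate numbers and dyes were taken from the sample records. The rats without SE (CON and CEN) were not analysed here, so no ratio of SE to non-SE rats was computed and the paper's ratios are quoted only as the paper's.

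As deposited, the scanner files hold the intensity of each spot and of its local background per channel, extracted by the scanner software before any normalization by the authors, together with a processed intensity that the same software background-corrected and dye-normalized. The authors also deposited a table of log2 values, in which each column equals the log2 of the median signal minus the background median of its channel, relative to the median over the listed spots. That table precedes the averaging over probes and the iterative renormalization that the methods describe, and neither is included in it. Each file was checked against the other: every column of the log2 table differs from the scanner signal of its channel by a constant. No spot was saturated in any channel.

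Probes were named through their RefSeq accession where it matched the reference table, which held for 17512 of 41012 probes, and otherwise kept the name in the files, which gave 35250 names. Probe positions are those the files give for rn4. Names in the paper that the array does not carry were read as Pik3r2, Gabbr1, Gabra5 and Gabra4 where the context left a single reading likely, of which Gabbr1 is the least certain. Of the genes of Table S1 and of the lists taken from the paper, 9 were not found on the array.

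A spot was valid in a channel when its foreground was at least 2 times its local background, as in the methods, and 26294 spots were valid in all 8 rats. The mean signal minus the background median was divided by the median over the valid spots with the same label in the array, averaged over the spots of a gene that were valid in all rats, and taken to log2. The number of valid spots ran from 32381 to 38553 in the COS rats and from 30690 to 35352 in the CES rats. The precision this gives is the median standard error of the CES minus COS difference, 0.20 on the log2 scale. The scanner software marked 1593 spots as outliers in at least 1 channel, and these were kept.

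CES was compared with COS by limma 3.58.1 in R 4.3.3, with the dye as a fixed term and the array as a random block through duplicateCorrelation (statmod 1.5.0), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The array is nested in the group, so only the random block can carry it. Its estimated correlation was −0.0104, so it took up almost nothing, and 7073 genes were called without it. Tested on simulated data of this layout, the fit recovered 92.5% of the genes changed by 2 and 45.8% of those changed by 1 on the log2 scale, of 200 changed genes, with 10 false calls among 145. Far fewer genes were changed there than were called here, so these rates need not hold for this fit. Sets of genes were tested by cameraPR with a preset correlation of 0.01 and by fry. Single values per rat were compared by exact permutation tests, two-sided. Pairs of genes were counted by the paper's own criterion for coordination, and tested on simulated data that criterion passed 5.05% of pairs of independent genes and 13.6% of pairs that share a dye effect. Other tools were data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

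The genes named singly are those that the annotated sentences of the paper name, and the 5 largest rises and 5 largest falls from COS to CES among genes with an adjusted p under 0.05 and non-overlapping values. Genes of longer lists are given singly where limma called them or where the paper discusses them. A gene that no rat of a group showed well above background is given without a fold, apart from the range over the alternatives of Pik3r1.

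Alternatives covered normexp background correction with an offset of 50, the processed intensity, loess within and Aquantile between arrays, quantile normalization, no filter on valid spots, a foreground of at least 3 times background, the software's mark for well above background, no array block, no dye term, the replicate number as a block, the brightest probe of each gene, the methods' t-test with unequal variances, the deposited log2 table, and leaving out each rat in turn. For pairs of genes, the partners of Jun and the spread they included subtracting the mean dye effect of each gene over the 4 arrays, and for the noise of control spots the processed intensity and replicated non-control probes. The tests, the lists of genes and these alternatives were set before the data were examined. Of those chosen afterwards, scaling each channel over the spots valid in all 8 rats concerns all genes, and the others concern single probes in Table 1 and the spread after loess without CES replicate 2.

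Lists of marker and activity genes were written from general knowledge of the cell types and tested between the groups with camera, Benjamini-Hochberg adjusted over 9 lists. Medians are given relative to the median of all genes, CES minus COS on the log2 scale. Activity genes (22 quantified of 24 found) had −1.25 (adjusted p = 1.64e-07), with 18 called lower over all genes and 19 genes called when adjusted over the list alone. CA pyramidal markers (9 of 10) had 0.92 (adjusted p = 6.65e-04), with 6 called higher and 1 lower, and 7 called when adjusted over the list alone. Oligodendrocyte markers (11) had 0.49 (adjusted p = 0.0139), with 2 called higher and 0 when adjusted over the list alone, where 2 had an unadjusted p under 0.05 in limma. Microglia markers (15) had −0.61 (adjusted p = 0.0804), with 8 called lower and 1 higher, and 9 over the list alone. Astrocyte markers (11) had 0.18 (adjusted p = 0.236), with 3 called in each direction, and 7 over the list alone. Choroid plexus markers (10 of 14) had 0.21 (adjusted p = 0.236), with 0 called by limma and 0 at an unadjusted p under 0.05. Endothelial and meningeal markers (11 of 12) had −0.55 (adjusted p = 0.309), granule cell markers (7 of 8) −0.32 (adjusted p = 0.296) and interneuron markers (9 of 11) −0.32 (adjusted p = 0.654). Of the calls by camera, that of the activity genes holds under fry when adjusted over the same lists (adjusted p = 0.0348), and those of the CA pyramidal (adjusted p = 0.0532) and the oligodendrocyte markers (adjusted p = 0.520) do not. Fry called the microglia and the granule cell markers (adjusted p = 0.0499 each), which camera did not. The choroid plexus list has a median difference of −0.04 and a mean of 0.02 before the reference to all genes, so these differ in sign. The median over astrocyte markers, −0.07 before that reference, and its mean, −0.19, are negative while camera places the list above the other genes. Per rat and relative to all genes, the median of the astrocyte markers was higher by 1.22 in CES, with every CES rat above every COS rat (exact permutation p = 0.0286), a larger difference than the median of the differences. For the interneuron list the difference of the medians per rat, 0.33 (exact permutation p = 0.0286), has the opposite sign to the median of the differences. For the granule cell list the difference of the medians per rat was −0.059 (exact permutation p = 0.886), smaller than the median of the differences. Fos and Jun are activity genes that the paper also lists as protected against up-regulation, Grik4 is a CA pyramidal marker and Slc1a3 an astrocyte marker within the paper's list of genes protected against down-regulation, and Homer1 and Slc1a2 stand in the paper's list of genes regulated in E2-replaced rats alone.

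The authors' renormalization across conditions, the cut-off CUT, the pathway scores and the counts of switched pairs need the non-SE rats and were not computed. A few results on single genes that the annotated sentences name are not reported here.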

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

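The limma comparison, the rule for the largest rises and falls and leaving out a rat were planned, and in this part the tests of mixing, of the label, of the dye or array, of a response to seizures, of choroid plexus and of scaling were chosen only after the result was seen. Among 116 groups of 4 values that were examined, 6 had a rat apart from the other 3, where the gap to the nearest rat took more than 0.829 of the whole range. Chance alone gives about 5% of groups, so the number by itself is no sign of anything unusual, but 5 of the 6 concern CES replicate 2.

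In CES replicate 2 the level of Fos was 3.73, against −0.22 to 0.25 in the other CES rats (gap over range 0.880), that of Htr5b 0.32 against 2.91 to 2.95 (0.986), that of Ddc −0.31 against 1.62 to 1.70 (0.962) and that of Gria2 3.66 against 4.78 to 4.95 (0.873). The mean correlation across genes of this rat with its own group minus that with the COS rats was −0.0187, against 0.0376 to 0.0393 in the other CES rats (0.971). The paper does not report that a CES rat lay between the groups. On the genes that set the other CES rats apart from all COS rats by at least 1 log2, its median position was 0.67 of the way to COS after loess and Aquantile normalization, and leaving it out raised the number of genes that limma called from 7152 to 8682.

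RNA of COS rats mixed into this sample cannot be told apart from another reason for its place. Such a mixture would need the same share for every gene, and over 153 genes that are higher in COS by at least 2 log2 the share that gives its value ran from 0.238 at the 5th to 0.996 at the 95th percentile. Of genes picked after their values were seen, Lgals3 and Vim would need shares of 0.941 and 1.04, and Abra, Chrne and Gadd45b 0.0200, 0.0290 and 0.0400. From the level that a single share of 0.57 gives, 10.5% of the genes differed by more than 3 times the SD within the groups, and 7.19% by more than 1 log2. For rats that lie with their group, compared in the same way with the rest of it, these were 4.12% to 19.4% and 1.86% to 9.95%, so genes so far off are not more frequent here, while differences over 0.5 log2 were (32.7% against 12.4% to 27.2%). A COS rat carrying a CES label would be expected within the COS range about as often as the COS rats themselves. CES replicate 2 was so for 14.4% of the 1302 genes set apart by at least 1 log2. Each COS rat was within the range of the other 3 for 44.3% to 59.0% of all quantified genes. The sets of genes and the number of rats in the range differ, so the comparison is rough. For CES replicate 2 the values argue against such a label without excluding it. Neither the dye nor the array of its channel placed another rat there: the highest median position among the other CES rats, which include the rat on the same array and the rat with the same dye, was −0.152. A stronger response to seizures in this rat cannot be told apart from another reason for its place. Its activity genes stood at 0.558 of the way to COS, and those of the other CES rats at −0.62 to −0.01. The set protected against down-regulation stood about as far (0.551). The set protected against up-regulation (0.828), the CA pyramidal (0.591) and the microglia markers (0.638) stood farther, so the activity genes do not stand out. The severity of the seizures and the uptake of E2 in each rat are not in the files and were not tested. The paper states that the severity of seizures did not differ between the groups.

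Scgb1c1 in COS replicate 2 had a level of 3.85, against −1.13 to −0.34 in the other COS rats (gap over range 0.841), and Ttr had 9.22 in the same rat against 3.57 to 5.48. The paper gives both genes as examples of large spread without a source. Choroid plexus carried over with the tissue is a candidate explanation. Over the 8 rats Ttr went with the median of the 9 other quantified markers of choroid plexus (Pearson r = 0.905, permutation p = 1.98e-04, adjusted 3.96e-04 over 2 relations; Spearman rho = 0.952, exact permutation p = 0.00114, adjusted 0.00228), and without the 2 rats farthest from the median r was 0.959. For Scgb1c1 r was 0.921 (permutation p = 0.00253) and rho 0.857 (p = 0.0107), with r 0.71 without the 2 farthest rats. All 9 other markers were highest in COS replicate 2, among them Sostdc1 with 4.17 and Folr1 with 3.19. With the dye effect subtracted r was 0.909 for Ttr and 0.955 for Scgb1c1, rho was 0.595 (permutation p = 0.132) and 0.571 (permutation p = 0.151), and without the 2 farthest rats r was 0.273 and −0.033, so there the relation rests on those rats for both genes. After loess and Aquantile normalization it did not, with r without the 2 farthest rats of 0.901 for Ttr and 0.904 for Scgb1c1. There rho was 0.881 and 0.952. How far the dentate gyrus itself expresses these markers was not tested, and no biological explanation was tested.

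Of the 5 largest falls from COS to CES with non-overlapping values the paper discusses none: Ccl2 −6.82 (standard error 1.25, adjusted p = 0.00488), Sprr1al −5.72 (standard error 0.93, adjusted p = 0.00377), Atf3 −5.59 (standard error 0.93, adjusted p = 0.00391), Fosl1 −5.29 (standard error 0.95, adjusted p = 0.00475) and Cd14 −5.05 (standard error 0.87, adjusted p = 0.00423). Of the 5 largest rises it discusses Htr5b and not Nat8f5 with 2.61 (standard error 0.56, adjusted p = 0.00782), Btbd17 with 2.56 (standard error 0.38, adjusted p = 0.00341), Hes5 with 2.43 (standard error 0.41, adjusted p = 0.00405) and Adra1d with 2.35 (standard error 0.27, adjusted p = 0.00252). Each is lower or higher in 4 of 4 CES rats than in every COS rat. Ccl2 was well above background in 2 of 4 CES rats, Atf3 and Fosl1 in 3 of 4 CES rats, and Nat8f5, Hes5 and Btbd17 in 1, 2 and 3 of 4 COS rats. Without COS replicate 3 Ccl2 (adjusted p = 0.0531, range over the alternatives 1.48e-06 to 0.121) and Nat8f5 (adjusted p = 0.0602, range 8.09e-05 to 0.124) were not called. Scaling of the channels does not account for the size of these changes, since relative to all genes the smallest fall over the scalings was −4.08 and the smallest rise 1.59. Whether E2 or a weaker response to seizures lowered these genes was not tested.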

How the results depend on the processing

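In this part, the tests chosen only after the result was seen are those with each channel scaled over the spots valid in all rats. Leaving out a rat is given as the range over the 8 rats.

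The number of genes that limma called between CES and COS, 7152, fell to 631 with normexp and to 3223 without the filter on valid spots. The methods' t-test gave 0 genes in either direction after adjustment, with 5909 at an unadjusted p under 0.05, where limma gave 9425. Of the 631 genes 628 were also among the 7152. Leaving out a rat gave 1427 to 8682 genes, lowest without COS replicate 3, and 4132 without COS replicate 1 and 3099 without CES replicate 1.

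Higher in CES were 1195 genes, and 139 with normexp, 403 without the filter, 2851 with loess and Aquantile, 3023 with quantile normalization, 3285 with the deposited log2 table, 3384 with the common spots and 285 to 1812 on leaving out a rat. Lower were 5957, and 492, 2820, 2117, 2257, 1936, 1783 and 1142 to 6954 under the same settings. The low end is without COS replicate 3, and the high end is without CES replicate 2 for the higher and without CES replicate 3 for the lower genes. The median difference over all genes was −0.25, and 0.05, 0.06, 0.12 and 0.14 under loess, quantile normalization, the deposited table and the common spots, so a statement that more genes fell than rose depends on the scaling.

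The replicate numbers do not pair a COS with a CES rat. Deviations from the group mean, correlated across genes, were 0.21 to 0.35 between rats with the same number, which also share the dye, and 0.21 to 0.44 between rats with the same dye and another number. With the replicate number as a block 7719 genes were called.

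The set of genes stated as up-regulated in CES had a median of −0.03 relative to all genes, 0.0049 under loess and Aquantile, and −0.11 to 0.038 on leaving out a rat, above 0 without COS replicate 3 (0.017), COS replicate 4 (0.038) or CES replicate 2 (0.024). It was called by camera under no setting, and its unadjusted p ran from 0.430 to 0.949 over the alternatives. Both sets stated as protected, and the set regulated in E2-replaced rats alone, kept their direction and an unadjusted p under 0.05 by camera under every setting, with an upper end of 0.0479 for the last.

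For 33 named genes 705 alternative values were computed. Of these 594 left the direction and the call as they were, 95 lost a call, 13 gained a call and 3 changed direction. The methods' t-test, run without regard to the dye and adjusted over all genes, lost all 27 calls. The paper's criterion names no such adjustment, so these losses are not its own outcome. Normexp lost 12 calls, and 56 were lost elsewhere. The changes of direction all concern Pik3r1, which was not called and was well above background in 1 of 8 rats, so its size is not read as a fold, with −0.078 to 0.29 on leaving out a rat. Jun kept its difference of −1.25 relative to all genes with the methods' t-test, at an adjusted p of 0.0773 (range over the alternatives 7.64e-05 to 0.0773).

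Of 9 marker and activity lists 3 were called, and 2 to 5 on leaving out a rat, with 5 without COS replicate 2. Of 198 alternative values 182 were the same, 6 lost a call, 9 gained a call and 1 changed direction, that of choroid plexus, with −0.62 without COS replicate 4 and 1.04 without COS replicate 2.

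The genes of Table 1 with a valid spot differed by 1.5 per rat between COS and CES, by 6 at 3 times background (29.0 against 23.0, exact permutation p = 0.0286, on a list that the study chose on these rats, and 21686 against 20211 over all gene names, p = 0.0571), and by 0.5 when a spot had to be well above background (exact permutation p = 0.943, range over the alternatives 0.0286 to 0.943). Of the genes stated as turned on in CES, 5 had a valid spot in a CES rat on average, 3 at 3 times background and 2.25 with well above background. The number of quantified genes was 20825, and 13177 with that rule. Signal over background therefore limits what can be said on genes stated as on or off.

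The noise of control spots, COS minus CES, was −4.48 points, and −5.55 to −3.46 on leaving out a rat (−5.55 without COS replicate 3, exact permutation p = 0.0286, range over the alternatives 0.0286 to 0.0857), and was reversed over replicated non-control probes with 2.07 (exact permutation p = 0.0571). These tests treat both channels of an array as independent.

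Of the 13 partners of Jun, 0 were in reversed order in CES, 2 with the dye effect subtracted, 2 with loess and Aquantile and 3 with quantile normalization. Past the paper's criterion were 1, then 2, 8 and 8. The share of synergistic pairs in COS was 15.6%, then 6.53%, 2.81% and 2.72%. Antagonistic pairs in CES made up 0.408%, then 2.90%, 4.58% and 5.13%, and in COS 0%, then 0.635%, 2.45% and 2.45%, with 0.136% under normexp.

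The share of genes with the larger spread in CES was 47.6%, then 56.8%, 70.1% and 70.1%, and 36.1% to 68.6% on leaving out a rat, over 50% without COS replicate 3 (60.6%), COS replicate 4 (68.6%) or CES replicate 1 (54.5%). The dye took 65.5% of the variance in COS, 32.1% with loess and Aquantile and 31.8% with quantile normalization, and in CES 51.6%, 31.3% and 31.8%. The slope of the measured on the paper's stated difference was 0.58, and 0.53 to 0.70 on leaving out a rat, with 0.70 without CES replicate 2.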

Differences from the paper's values

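The tests with each channel scaled over the spots valid in all rats were chosen only after the result was seen.

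The paper's number of quantified genes is 12,710 over 16 samples, and 20825 gene names were quantified here over the 8 SE rats. With the mark for well above background the number was 13177 and with a foreground of at least 3 times background 16258, neither of which differs from the paper's by more than 1.5 times, while leaving out any rat gave 20887 to 21374, which does. Of the 20825 names 10131 came through RefSeq, and the others are names in the files. How far this naming adds to the gap was not tested.

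The paper names 13 partners as antagonistic with Jun in CES, and 1 met its criterion here. The number was 2 with the dye effect subtracted, 8 with loess and Aquantile, 8 with quantile normalization and 0 with normexp, and each of these differs from the paper's 13.

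Receptors antagonistic with Jun in CES number about 14 in Fig. 14, read by eye, against 3 here. The number was 12 with loess and Aquantile and 11 with quantile normalization, which do not differ by more than 1.5 times, and 6 with the dye effect subtracted and 0 with normexp, which do. In COS the figure shows about 2 antagonistic receptors, read by eye, against 0 here and 0 under each of the same 4 alternatives.

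The paper states that 5 genes were turned on by SE in E2-replaced rats, and each of them had a valid spot in every COS and every CES rat here. Its Table 1 lists genes whose turning on was prevented in E2-replaced rats. None of the 33 found on the array was valid in every COS rat and in no CES rat, and 27 were valid in all 8 rats. With the mark for well above background and with 3 times background the number was also 0, and it was 0 with single probes in place of genes, an alternative chosen after seeing the values.

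The paper states lower variability in the comparison of oil-injected rats. Of the genes here 47.6% had the larger SD in CES, so the spread was not lower in COS for most genes. With loess and Aquantile the share was 70.1%, with quantile normalization 70.1%, with the dye effect subtracted 56.8%, and it was over 50% without COS replicate 3, COS replicate 4 or CES replicate 1, while normexp gave 27.0%. The spread in CON and CEN enters the paper's statement and was not analysed here.

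The paper states that the noise of control spots was practically equal between the conditions. Here it was 10.8% in the COS and 15.3% in the CES channels (exact permutation test, two-sided, p = 0.0571, range over the alternatives 0.0286 to 0.0857), and for the CON and CEN channels it was not analysed here. That test treats both channels of an array as independent, although they share its spots.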

Other observations

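In this part the tests of Jun in the other CES rats, of the spread after loess, of nonspecific signal over all channels, and of other splits of the rats for the sets apart from the genes protected against down-regulation and the activity genes were set before their result was seen. The tests of scaling, of dye effects as an explanation, of nonspecific signal by dye, of the cell types, of the stated ratios and of other splits for all genes and for those sets were chosen only after the result was seen.

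The 8 rats can be split into 4 and 4 in 35 ways, of which 34 could be fitted, since a split by dye leaves no dye term. As many called genes as between CES and COS were given by 1 of 34 splits, the real one. In the other splits the difference between CES and COS adds to the residual, so they could hardly call as many. This count therefore does not exclude chance. For the activity genes (1), the CA pyramidal (1) and the microglia markers (1) the real split gave the largest difference. If single rats are exchanged, this argues against chance for each set taken alone. It does not do so over the 13 sets together, since the counts are not adjusted for the number of sets. The smallest share that such an exchange can give is 1 of 34. For the sets of genes protected against down-regulation (1) and against up-regulation (1) the count is the same, but the study chose these genes on the same rats, so it does not exclude chance. Chance cannot be excluded for the genes regulated in E2-replaced rats alone (3 of 34), the genes stated as up-regulated in CES (25), and the markers of astrocytes (17), choroid plexus (31), endothelium and meninges (2), granule cells (2), interneurons (4) and oligodendrocytes (15). The exact permutation test of the medians per rat, also not adjusted for the number of sets, gave p = 0.0286, the smallest it can give, for the activity genes, the CA pyramidal, the astrocyte and the interneuron markers and the genes protected against down-regulation, and p = 0.0571 for the microglia markers and the genes protected against up-regulation, so the 2 tests part for these 2 sets and for astrocytes and interneurons. No split other than the real one gave more than 1 called gene. Each array holds a single group, so the arrays of CES and COS and their places on the slide cannot be parted from the groups. Against chance differences between arrays only whole arrays could be exchanged, and these are too few for a small share.

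Of the called genes 83.3% were lower in CES. With each channel scaled over the spots valid in all 8 rats in place of its own valid spots, 34.5% were lower, so the scaling to each channel's own set of valid spots is a candidate explanation of the lower majority. More spots were valid in the COS than in the CES rat of the same replicate number in each case, but whether E2 changed the total of transcripts was not tested.

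The genes stated as protected against down-regulation were higher in CES than in COS. Scaling does not explain it: the lowest median of the set relative to all genes over the scalings was 0.907. Fewer neurons in the COS samples, with the other cell types unchanged among themselves, would raise the markers of those types in COS alike. Oligodendrocyte and microglia markers moved apart by 1.09 on the log2 scale (permutation p = 9.60e-04, adjusted 0.00288 over 3 contrasts), which argues against that case alone. Fry did not call the oligodendrocyte markers (adjusted p = 0.520). Fewer neurons together with a change in the other cell types stays open, and no list of markers of neurons in general was tested. A larger share of CA tissue in the CES samples and an effect of E2 within the dentate gyrus cannot be told apart. CA pyramidal markers were higher in CES by 0.92 relative to all genes and granule cell markers lower by −0.317 (permutation p of the difference of 1.23, 0.0463), which such a share might give. The fall of the granule cell markers is not borne out per rat, where the difference of their medians was −0.059 (exact permutation p = 0.886), and 2 of the 7 stay quantified when well above background in all rats. The 9 CA pyramidal markers alone cannot decide between a share of tissue and a change within the cells. The difference that E2 makes remains an open explanation, and so does a weaker response to seizures.

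In the CES rats all 13 named partners were lowest in replicate 2, where Jun was highest. Over the other 3 CES rats 0 of 13 partners were in reversed order to Jun, but over these rats 0.576% of all genes were reversed, so the test could hardly have come out otherwise. After loess and Aquantile 2 of 13 were reversed, where 12.5% of all genes were, and with the dye effect subtracted 2 of 13, where 5.66% were. Replicate 2 alone and a relation over all CES rats therefore cannot be told apart with so few rats. Dye effects shared by the genes do not explain it, since 12 of 13 partners were still lowest in replicate 2 with the dye effect subtracted. Whether Jun acts on these genes was not tested.

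Synergistic pairs between the listed estrogen signaling and neurotransmission genes made up 15.6% in COS and, with the dye effect of each gene subtracted, 6.53%. A dye effect shared by the genes is therefore a candidate explanation of part of the pairs, since the dye took 65.5% of the variance within COS, and of pairs of randomly drawn genes 20.4% were synergistic in COS.

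After loess and Aquantile normalization 70.1% of the genes had the larger spread in CES. Without CES replicate 2 the share was 48.9%, so this rat may set the larger spread. Leaving out any other rat gave 66.5% to 73.4%. No biological explanation of the spread was tested.

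Of the valid readings of Table 1 genes 79.4% in the CES rats exceeded the 95th percentile of negative control spots, and 89.4% in COS, so nonspecific signal is not the whole source of the valid spots. The share was 98.4% in the Cy5 CES rats, which argues against nonspecific signal there, and 60.9% in the Cy3 CES rats (59.4% and 62.5%), where nonspecific and specific signal cannot be told apart for the remaining readings. For the genes stated as turned on in CES it was 75.0% in CES and 75.0% in COS, with 100% in the Cy5 and 50.0% in the Cy3 CES rats, which leaves the Cy3 readings open in the same way. In the Cy3 channels 46.4% and 54.2% of the negative control spots were themselves valid in COS, and 28.8% and 41.2% in CES. In the Cy5 channels it was 23.5% and 3.92% in COS and 5.88% in each CES rat. A valid spot alone is therefore a weak sign that a gene is on, above all in the Cy3 channels.

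The paper's log2 ratio for E2-replaced rats minus that for oil-injected rats equals the CES minus COS difference when CON and CEN do not differ. Across 283 genes of Table S1, which are not independent replicates, the slope of the measured on the stated difference was 0.582 (bootstrap interval 0.52 to 0.64), and it was 0.70 without CES replicate 2. The slope of the stated on the measured difference was 1.19, and 0.97 without CES replicate 2. Noise in the stated ratios was not measured. It may also lower the slope of 0.582 and is a further open source of the remainder. A difference between CON and CEN and a difference in normalization cannot be told apart as the source of the remainder, because neither the CON and CEN rats nor the authors' renormalized values were in the files used here. The sign was the same for 79.5% of the genes.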
